# Comprehensive Analysis of miRNAs and Target mRNAs between Immature and Mature Testis Tissue in Chinese Red Steppes Cattle

**DOI:** 10.3390/ani11113024

**Published:** 2021-10-21

**Authors:** Xibi Fang, Lihong Qin, Haibin Yu, Ping Jiang, Lixin Xia, Zhen Gao, Runjun Yang, Yumin Zhao, Xianzhong Yu, Zhihui Zhao

**Keywords:** cattle, male reproduction, microRNA, functional gene

## Abstract

**Simple Summary:**

MicroRNAs are small molecules that can regulate the relative abundance of their target genes by binding to the 3′ untranslated region of the target genes at the post-transcriptional level to affect various biological processes, such as biosynthesis, fat metabolism and proliferation, apoptosis, and cell differentiation. Fertility is one of the most important economic traits in livestock production. Bulls require the continuous production of high-quality spermatozoa in abundance. The quality of semen is an exceptionally important factor affecting the fertilization rate of the dairy cow and is also associated with the increasing conception rate in the process of artificial insemination. Therefore, accurately predicting fertility potential for a semen sample from donor bull for artificial insemination is crucial for consistently high reproductive efficiency. The present study performed a genome-wide sequencing analysis of microRNAs and mRNAs between immature and mature testes of Chinese Red Steppes. These results provide novel candidate microRNAs and functional genes related to bull reproduction traits and the networks between microRNAs and target genes, which will provide a useful genetic mechanism and epigenetic information for marker-assisted selection of bulls with excellent sperm quality in the future.

**Abstract:**

This study aims to screen potential regulators and regulate fecundity networks between microRNAs (miRNAs) and target genes. The bovine testes of immature and mature Chinese Red Steppes were performed by genome-wide analysis of mRNAs and miRNAs. Compared with testicular tissues of newborns, 6051 upregulated genes and 7104 downregulated genes in adult cattle were identified as differentially expressed genes (DEGs). The DEGs were significantly enriched in 808 GO terms (*p* < 0.05) including male gonad development, male genitalia development, spermatogenesis, and sperm motility. Moreover, DEGs were also significantly enriched in 105 KEGG pathways (*p* < 0.05), including cGMP-PKG signaling pathway and calcium signaling pathway. To explore the expression of miRNA-regulated gene expression, 896 differentially expressed target genes negatively regulated with the expression levels of 31 differentially expressed miRNAs (DERs) were predicted and analyzed, and a network-integrated analysis was constructed. Furthermore, real-time PCR was performed to verify the expression levels of DEGs and DERs. Our results identified novel candidate DEGs and DERs correlated with male reproduction and intricate regulating networks between miRNAs and genes, which will be valuable for future genetic and epigenetic studies of sperm development and maturity, as well as providing valuable insights into the molecular mechanisms of male fertility and spermatogenesis in cattle.

## 1. Introduction

As the site for spermatogenesis, the mammalian testis is crucial in male reproduction [1]. Mammalian spermatogenesis begins at puberty and results in the formation of spermatozoa, a unique population of haploid cells via three continuous stages, including constant self-renewal of spermatogonia, meiotic division of spermatocytes, and post-meiotic differentiation of haploid spermatids [2,3]. These three unique events are strictly regulated by stage-specifically expressed genes at both transcriptional and post-transcriptional levels [4,5]. Compared to other organ-specific transcriptomes with about 200 signature genes, testis exhibits a more complex transcriptional profile with more than 15,000 genes expressed [6,7,8], and the previous RNA-seq data of humans and mice showed that the brain, and especially the testis, express more protein-coding genes than others organs [7]. It has also been suggested that non-coding RNAs, such as microRNAs (miRNAs), long non-coding RNAs (lncRNAs), circular RNAs (circRNAs), and Piwi-interacting RNAs (piRNAs), function as important regulators of gene expression at the post-transcriptional level in spermatogenesis [9,10,11,12]. Furthermore, somatic cells such as Sertoli cells and Leydig cells are important in testis formation and form a nurturing and regulatory environment for spermatogenesis in mice and rats [13,14]. However, the majority of coding and non-coding transcripts involved in each stage or cell type, as well as their functions are yet to be annotated.

Fertility is one of the essential traits of reproduction in bulls, and accurate prediction of fertility potential for a semen sample from donor bull for artificial insemination is crucial for consistently high reproductive efficiency [15]. Over the years, assays have been developed for semen quality prediction based on various spermatozoal attributes, such as motility and morphology, chromatin structure, capacitation and/or the acrosome, zona-free hamster egg penetration reaction, in vitro fertilization of homologous oocytes, membrane integrity, and various semen fluid proteins [16,17,18,19,20,21,22,23]. However, the diagnostic test for fertility based on a single attribute is not accurate and consistent which could potentially lead to devastating economic loss.

With the advancement of RNA-seq technology, mRNA and non-coding RNA in the testes have been profiled in various animal species [24,25,26,27,28,29,30], which have provided insights into the molecular mechanisms governing testis development and spermatogenesis. Furthermore, various mRNAs and non-coding RNAs have been identified as associated with the quality of sperm fertility [31]. Therefore, studying the differential expression of mRNA and miRNA between mature and immature bull testes might identify new directions for fertility biomarker discovery as well as new targets for infertility treatments.

Chinese Red Steppes are a Chinese indigenous cattle breed from northeast China, bred as dual-purpose cattle. They have unique features such as disease resistance and better meat quality than other local Chinese yellow cattle. Due to the rich and extensive genetic resources, Chinese Red Steppes have received much attention from cattle genetics and breeding researchers in China.

In this study, we performed genome-wide profiling of mRNA and miRNA of Chinese Red Steppes cattle by next-generation sequencing technology in immature and mature testicular tissues. Differentially expressed genes (DEGs) were screened between two groups, and the Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways enrichment were analyzed to classify the function of DEGs. Meanwhile, to understand the function of DEGs, GO terms tree, KEGG pathways act-networks, and regulated networks were generated, respectively. These results provided key miRNAs and functional genes in the process of bovine male reproduction which will provide useful information for marker-assisted selection of bulls with excellent sperm quality in the future.

## 2. Materials and Methods

### 2.1. Ethics Statement

Animal care and experiments were performed according to the guidelines established by the care and use of laboratory animals of the Jilin University Animal Care and Use Committee (Permit number: SY201901007).

### 2.2. Animal and Samples

A total of 6 bovine testicular lobules tissues of 3 each for 1-day old castrated calves and 24-months-old slaughtered adult bulls were collected from the Agricultural Science Academy of Jilin Province cattle farm (Gongzhuling, China). The testicular tissues of castrated calves were defined as immature testicular tissues group (I) whereas those of the slaughtered adult bulls were defined as mature testicular tissues group (M).

### 2.3. RNA Extraction and Quality Analysis

Total RNA was extracted from the collected testicular lobules tissues using trizol reagent (Invitrogen, Waltham, MA, USA) following the manufacturer’s instructions. Total RNA was treated with DNase I (NEB, Beijing, China). The RNA concentration and integrity quality were detected using an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA) and the RIN or RNA integrity number was used to determine the RNA integrity quality of extraction.

### 2.4. Library Preparation of mRNA and miRNA and Quantification

Six libraries of RNA-seq were constructed and grouped to I and M by the source of testicular lobules tissues for subsequent analysis. mRNA was enriched with oligo (dT) beads and fractionated for cDNA synthesis. The cDNA was then amplified to prepare the mRNA library. Library concentration was quantified by qPCR and a Qubit^®^ 2.0 Fluorometer (Life Technologies, Carlsbad, CA, USA), and the insert size was checked on an Agilent Bioanalyzer 2100 system (Agilent Technologies, Palo Alto, Santa Clara, CA, USA). The cDNA libraries were sequenced using the Illumina HiSeq2000 platform by the Beijing Genomics Institute (BGI, Shenzhen, China).

Two small RNA libraries representing each group (from the pooling of testis tissues in 3 newborns and 3 adult cattle) were constructed for Solexa sequencing according to the Illumina^®^ TruSeq™ Small RNA Sample manufacturer’s instructions. The Agilent 2100 system was used to determine the library size and purity. The small RNA libraries were finally sequenced using Solexa sequencing by BGI.

### 2.5. Analysis of Differentially Expressed Genes

The raw sequencing data were also evaluated by Fast-QC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/ (accessed on 8 March 2018)), which included the quality distribution of nucleotide to help us understand the natural characteristics of data before subsequent evaluation. The clean reads were aligned to the bovine genome (Btau_5.0.1) using the Hisat2 software. According to our data, the EB-Seq algorithm was applied to filter differentially expressed genes for the 6 samples in immature from mature testes groups. After significance analysis and false discovery rate (FDR) analysis [32,33], we selected the DEGs according to the Log2^FC^ > 1 or <−1, FDR < 0.05.

### 2.6. GO and KEGG Enrichment Analysis of DEGs

DEGs were implemented by the GOseq R package [34]. GO was used to determine and compare the functions of the DEGs as biological process, molecular function, and cellular component, with corrected *p* values of less than 0.05 considered significantly enriched. Association of the genes with pathways was computed with the KEGG (http://www.genome.jp/kegg (accessed on 8 March 2018)) [35,36,37]. A pathway with a corrected *p*-value < 0.05 was considered as significantly enriched. Next, the pathway network was generated using the KEGG database based on the relationships between different genes [38].

### 2.7. Analysis of miRNA Profiling and Prediction of Novel miRNA

The original small RNA reads were processed with Fast-QC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/ (accessed on 8 March 2018)) to remove adaptor sequences and low-quality sequences. The small RNA reads were aligned with Sanger miRBase (version 21.0, https://mirbase.org/ (accessed on 8 March 2018)) [39] and the data were compared to the cattle genome (Btau_5.0.1) by BWA software (http://bio-bwa.sourceforge.net/ (accessed on 8 March 2018)). The novel miRNA was predicted using the aligned reads and unmapped reads were extracted and mapped to the miRBase databases of human and mouse genome (version 21.0, https://mirbase.org/ (accessed on 8 March 2018)) [39]. Furthermore, like the algorithm of DEGs, the EB-seq algorithm was also employed to filter the differentially expressed miRNAs (DERs) based on FC and FDR thresholds [33]. MiRNAs were considered as differentially expressed according to the Log2^FC^ > 1 or <−1, FDR < 0.05.

### 2.8. miRNA Target Gene Prediction and Annotation Analyses

For association analysis, both RNAhybrid (https://bibiserv.cebitec.uni-bielefeld.de/rnahybrid (accessed on 8 March 2018)) and miRanda (http://www.microrna.org/ (accessed on 8 March 2018)) programs were used to discover the potential miRNA target [40,41]. Furthermore, the DEGs and DERs were integrated to determine whether the expression levels of each miRNA and its mRNA targets were negatively correlated (Li et al., 2011). The miRNA target which had no negative correlation analysis with the DERs and DEGs were filtered out. To build the miRNA-Gene-Network between DERs and DEGs, the adjacency matrix of miRNA and genes A = (ai,j) was made by the attributed relationships among genes and miRNA, and ai,j represents the relation weigh of gene i and miRNA j.

### 2.9. Real-Time PCR of DEGs and DERs

Real-time PCR was utilized to measure the expression levels of DEGs and DERs of 6 samples, respectively. Three biological replicates were included in each group, and 3 technical replicates were performed for each sample. The reverse transcription primers and primers of DEGs for quantitative analysis were designed using Primer 6.0 (Premier Biosoft International, Canada), and the stem-loop primers of DERs were designed according to the method reported [42]. U6 small nuclear RNA was used as an internal reference of miRNAs, and *β-actin* was used as a reference to detect relative expression of mRNAs. All the sequence information is shown in Table S1. According to the manufacturer’s instructions, 1 µg total RNA was used to synthesize cDNA with the PrimeScript™ RT reagent Kit with gDNA Eraser (Takara Bio Inc., Dalian, China). Real-time PCR was performed using PCRmax Eco 48 (PCRmax, Staffordshire, UK). The real-time PCR system was as follows: 5 μL FastStart Universal SYBR Green Master, 1 μL cDNA, 0.2 μL primer-F (10 μM), 0.2 μL primer-R (10 μM) and 3.6 μL RNase-free water. Reactions were incubated at 95 °C for 10 min, followed by 40 cycles of 95 °C for 10 s and 60 °C for 30 s. Relative expression levels were calculated using the 2^−ΔΔCt^.

## 3. Results

### 3.1. Differential Expression of mRNAs in Chinese Red Steppes between Immature and Mature Testicular Tissues

A total of 321,537,748 reads were obtained from 6 samples. After filtering out low-quality data, 317,756,254 clean reads were mapped to *Bos Taurus* (Btau_5.0.1). 

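The mRNA comparison rests on testis tissue of Chinese Red Steppes cattle at 2 ages, 1 day after birth (immature) and 24 months (mature), with 3 animals per group and 1 library per animal. Immature tissue came from castrated calves and mature tissue from slaughtered bulls, so the way of collection cannot be told apart from age. The gene table holds whole-number counts that sum to 14139087, 15083859 and 15342041 in immature replicates 1, 2 and 3, and to 15846257, 15137824 and 15470178 in mature replicates 1, 2 and 3. Together these are 91019246 counts. The paper's reported 317756254 clean reads are a different quantity, and every value here uses the counts. The authors checked the reads with Fast-QC and aligned them with Hisat2 to Btau_5.0.1. The program that counted reads per gene, its strand setting and the gene annotation are not given in the sources used here, so the counts of overlapping, antisense or near-identical genes are uncertain. Counts were scaled by TMM and compared with edgeR's quasi-likelihood test in 19972 of the 30983 genes listed, those that passed edgeR's filter on low counts. A gene was called higher or lower in mature testis at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1, the thresholds of the paper. Levels are CPM, counts over the library total scaled by its TMM factor, given as mean ± SD over the 3 libraries of a group, and log2 fold changes are mature over immature with their standard error (SE). The 10 most abundant genes held 5.07% to 6.28% of the counts of an immature library and 2.74% to 3.37% of those of a mature library. Immature replicates 1 and 3 stood apart from the rest of their group, with 194 and 170 genes over 3 times higher there than in both other immature libraries at 5 CPM or more. This number was 21 in immature replicate 2 and 11 to 20 in the mature libraries. Lists of genes of germ cell stages, signaling pathways, metabolism and the cell types of a testis sample were fixed before the data were examined. Of 30 lists tested with camera at a preset correlation of 0.01 between genes, 19 passed at an adjusted p under 0.05, 7 higher and 12 lower in mature testis. With a correlation estimated for each list camera passed 0 lists (7 at an unadjusted p under 0.05; 0 with limma-voom, 2 with upper-quartile factors and 4 without the filter), and the smallest adjusted p was 0.06 with an estimated correlation.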

High-quality maps of the two bovine groups were obtained and the unique mapping rates ranged from 85.7% to 87%. The details of the sequencing data quality of mRNA are shown in Table S1. Gene structure analysis was performed for each sample (Figure 1A,B) and the distribution of the reads on the chromosomes is shown in Figure 1C,D. The sequence data is submitted to the GEO (Gene Expression Omnibus) with the accession number GSE137464.

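Most genes differed between the immature and the mature testis. Of 19972 genes tested, 6330 were higher and 6062 were lower in mature testis, together 62.0%. Among the largest rises were genes of late male germ cells. SMCP, a cysteine-rich protein of the sperm mitochondrial sheath, rose from 0.485 ± 0.238 CPM to 1305 ± 273 CPM (n = 3 per group), and ZNRF4, a testis-enriched ubiquitin ligase, rose from 0.0221 ± 0.0382 CPM to 225 ± 14.3 CPM. Here and below, whether a small carry-over from mature libraries sets a lower limit to immature counts of late germ cell genes stays open. In the other direction AMH, the hormone with which Sertoli cells of the young male make the Müllerian ducts regress, fell from 2729 ± 633 CPM to 11.2 ± 3.55 CPM. The immature libraries were richest in SPARC, a collagen-binding protein of the matrix (13260 ± 1347 CPM), and the mature libraries in PRM1, a protamine that packs sperm chromatin (6738 ± 1915 CPM).
The log2 fold change was 11.37 (SE 0.32, adjusted p = 2.95e-08) for SMCP and −7.92 (SE 0.33, adjusted p = 2.89e-07) for AMH in edgeR's quasi-likelihood test, and ZNRF4 passed at an adjusted p = 1.5e-08, with 1 immature count (log2 ratio 13.32, 95% counting interval 10.84 to 18.62). Other genes with the largest rises, chosen by size of change among genes at 50 CPM or more in 1 group, were GALNTL5 (11.39, SE 0.33) and, with 1 or 2 immature counts each, FAM71B (log2 ratio 12.77, 95% counting interval 10.92 to 15.82), C4H7orf34 (log2 ratio 12.40, 95% counting interval 10.55 to 15.44), FAM81B (log2 ratio 11.72, 95% counting interval 9.86 to 14.76) and IQCF5 (log2 ratio 11.81, 95% counting interval 9.33 to 17.11), beside TRIM42, SPACA4 and FAM187B, which had 0 counts in every immature library. The largest falls by the same rule included COL9A2, a collagen of cartilage (−8.29, SE 0.47), FREM2, a protein of basement membranes (−7.94, SE 0.31), IRS4, an insulin receptor substrate (−7.70, SE 0.27), CHGA, a protein of secretory granules of neuroendocrine cells (−7.24, SE 0.23), FBN3, a fibrillin (−7.17, SE 0.22), CLEC18C (−7.03, SE 0.45) and ATP4B, a subunit of a proton pump (−6.93, SE 0.28). HOXA6 (−7.95, adjusted p = 0.00266 in the same test) and HOXB6 (−9.16, SE 2.32), homeobox genes of body patterning, also fell, but HOXA6 did not pass in DESeq2 or limma-voom and HOXB6 did not pass in limma-voom, and without immature replicate 1 the value of HOXB6 was −5.60. Among the most abundant genes, ODF2, a protein of the outer dense fibers of the sperm tail, rose from 74.9 ± 1.85 CPM to 3774 ± 547 CPM, and YBX2, a germ cell protein that binds mRNA, rose from 3.86 ± 1.76 CPM to 2606 ± 235 CPM. DNAAF1, an assembly factor of axonemal dynein (10.08, SE 0.17), KIF17, a kinesin motor (8.15, SE 0.25), LOC614269, listed as similar to LRRC37A3 (8.79, SE 0.25), YBX1 (2.41, SE 0.15) and the chaperone HSP90AA1 (1.24, SE 0.19) rose too, while PABPC1, which binds poly(A) tails, was at 0.59 (SE 0.10) and was not called. Of the genes abundant in immature testis, CLU, a protein that Sertoli cells secrete, fell from 4668 ± 874 CPM to 1188 ± 59.6 CPM, and TIMP2 (−3.86, SE 0.18), PTGDS, a prostaglandin D synthase (−2.34, SE 0.17), INHA, the alpha subunit of inhibin (−4.53, SE 0.22), and ACTB (−2.05, SE 0.22) fell as well. HSP90B1 was close to the threshold on the fold (−1.05, SE 0.11) and missed it in DESeq2, among other settings (without immature replicate 2 it was at −0.99, without mature replicate 1 at −0.97 and without mature replicate 2 at −0.98). There were 0 counts in every immature library for 152 of the genes called higher, and in every mature library for 7 of those called lower. The 3 libraries of either age lay wholly above those of the other age in 16323 of all tested genes, or 81.7%, where chance gives 10%.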

Comparing the results of immature with mature testes, a large number of DEGs were identified of which 6051 DEGs were up-regulated and 7104 were down-regulated including tripartite motif-containing 42 (*TRIM42*), sperm acrosome associated 4 (*SPACA4*), family with sequence similarity 187 member B (*FAM187B*), and phosphoribosyl pyrophosphate synthetase 1-like 1 (*PRPS1L1*). The 15 most differentially expressed up- and 15 most differentially expressed down-regulated genes between the immature and mature testicular tissue are listed in Table 1 and the heat map of all DEGs is shown in Figure 1E.

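All 15 up-regulated genes of Table 1 had 0 counts in each of the 3 immature libraries and all were called higher in mature testis, and all 15 down-regulated genes had 0 counts in each of the 3 mature libraries. TRIM42, a protein of the tripartite motif family, reached 123 ± 30.5 CPM in mature testis and was at least 1858-fold higher there than the level that 3 counts over the immature group would give. SPACA4, a membrane protein of the sperm acrosome, was at least 939-fold higher (61.8 ± 6.86 CPM), FAM187B at least 822-fold (54.6 ± 10.3 CPM) and PRPS1L1, the testis form of the enzyme that makes phosphoribosyl pyrophosphate, at least 677-fold (44.6 ± 3.90 CPM). Among the down-regulated genes, PDIA2, a protein disulfide isomerase, was at 6.56 ± 3.67 CPM in immature testis and at least 99.1-fold lower in mature testis.
For the other up-regulated genes the bounds ran from 229-fold (LOC101906055) and 247-fold (LOC516636) to 737-fold (LOC781895), with TMIGD3 at least 452-fold, CCDC182 at least 423-fold and TMEM239 at least 373-fold higher. Their adjusted p in edgeR's quasi-likelihood test lay between 6.56e-07 (TMIGD3) and 8.09e-06 (LOC101906055). Of the down-regulated genes, 7 were called lower: PDIA2 (adjusted p = 0.000133 from the same test), LOC104976276 (at least 64.9-fold), LOR, or loricrin, a protein of the cornified envelope of skin (at least 35.3-fold), LOC781553 (at least 32.6-fold), LOC101904303 (at least 20.6-fold), GABRG3, a subunit of the GABA-A receptor (at least 16.0-fold), and CSMD3 (at least 15.3-fold). The remaining 8 did not reach the filter on low counts and were not tested. For 6 of these most counts came from immature replicate 1. Counts in immature replicates 1, 2 and 3 were 150, 3 and 27 for CHRNA1, a subunit of the muscle acetylcholine receptor, 140, 1 and 0 for LOC100847574, 79, 1 and 2 for MMP12 and 55, 4 and 4 for MMP7, both matrix metalloproteinases, 77, 2 and 0 for LOC107133052 and 57, 0 and 3 for LOC104970370. The other 2, LOC104970773 (20, 5 and 22 counts) and LOC100139712 (14, 22 and 9 counts), were spread over the libraries. The paper chose these genes by their change in the same samples, so their direction is not independent evidence.

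**Figure D1:**
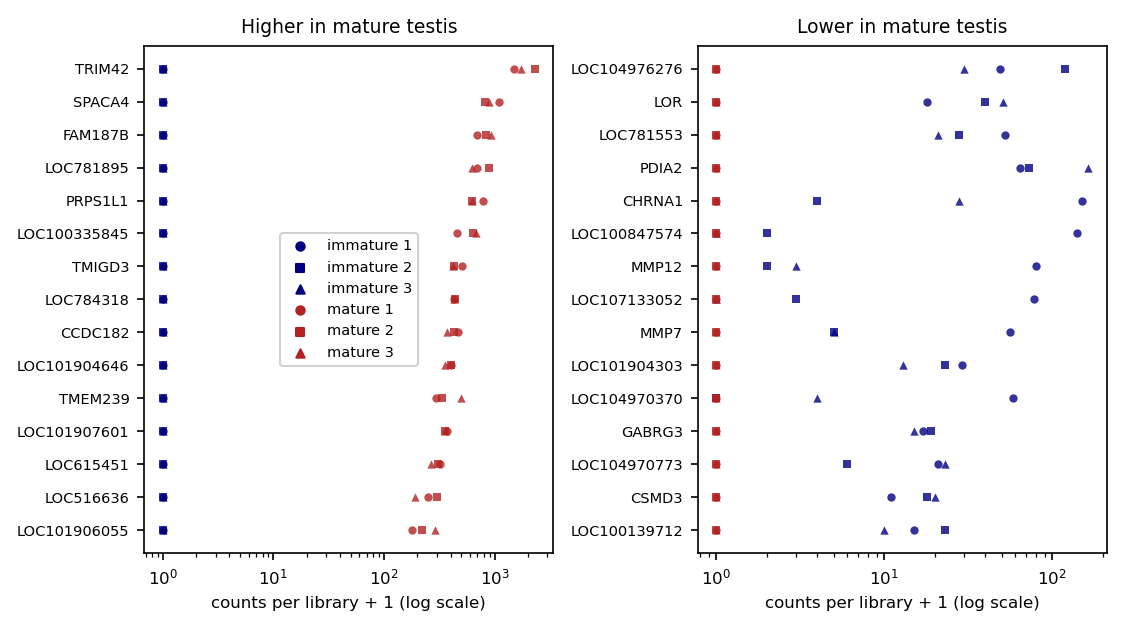
Counts plus 1 in each library, on a log axis, for the 15 up-regulated and the 15 down-regulated genes of Table 1. Each point is 1 library. The up-regulated genes sit at 0 counts in all 3 immature libraries, and several of the down-regulated genes have most of their counts in immature replicate 1.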

### 3.2. GO and KEGG Pathway Analyses of DEGs

GO analysis of functional enrichments of DEGs found that 9056, 1226, and 3576 GO terms were enriched in biological processes, molecular functions, and cellular components, respectively. 525 biological processes, 124 molecular functions, and 159 cellular components were significantly enriched (*p* < 0.05). 

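Genes of sperm formation rose together in mature testis. All 42 tested genes of spermatids and of the sperm head or chromatin rose (the same number adjusted over the list alone), with a median log2 fold change of 9.54, and of 45 genes of sperm motility and the flagellum 43 rose and 0 fell (the same adjusted over the list alone), with a median of 5.66. TNP2, a transition protein that replaces histones before the protamines, rose from 0.968 ± 0.172 CPM to 2534 ± 629 CPM (n = 3 per group), and HMGB4, a chromatin protein of spermatids, from 0.242 ± 0.0416 CPM to 647 ± 76.4 CPM. Genes of spermatogonia and gonocytes did not move together, with 8 of 17 higher and 3 lower (the same adjusted over the list alone), and without immature replicate 1 with 9 of 19 higher and 7 lower. Cell adhesion molecules were mostly lower in mature testis: 38 of 64 fell and 7 rose (the same adjusted over the list alone), with a median of −1.43.
Both sperm lists stood above other genes, the spermatid list at a camera adjusted p = 2.58e-16 and the motility list at a camera adjusted p = 1.95e-13. With an estimated correlation neither passed (adjusted p = 0.06 with an estimated correlation for each). In the spermatid list FSCN3, an actin-bundling protein (11.29, SE 0.32), and CYLC1, a cytoskeletal protein of the sperm head (log2 ratio 11.44, 95% counting interval 9.59 to 14.49, 2 immature counts), rose beside TNP2 (11.34, SE 0.31, adjusted p = 2.27e-08) and HMGB4 (11.34, SE 0.21, adjusted p = 8.99e-09) in edgeR's quasi-likelihood test. FSCN3 had 5, HMGB4 11 and TNP2 44 immature counts, for which a small carry-over from mature libraries stays open. In the motility list CATSPER1, a subunit of the calcium channel of the sperm tail (9.49, SE 0.31), ROPN1 (9.16, SE 0.18) and ROPN1L (8.73, SE 0.21), which bind kinase anchors of the fibrous sheath, TEKT4, a protein of axonemal microtubules (9.10, SE 0.25), and RSPH1 (8.80, SE 0.23) and RSPH6A (8.75, SE 0.32) of the radial spokes rose most. Among genes of spermatogonia, DDX4, an RNA helicase of germ cells, rose from 16.9 ± 4.35 CPM to 406 ± 29.6 CPM, and SOHLH2 (3.86, SE 0.25) and DAZL (2.66, SE 0.30), regulators of early germ cells, rose too. GFRA1 (−2.73, SE 0.64) and RET (−1.94, SE 0.53), which form the receptor for GDNF, and the transcription factor FOXO1 (−1.45, SE 0.25) fell. This list had a median of −0.11 and a mean of 0.52, and did not pass, with a direction in the test that follows the mean (camera, higher, adjusted p = 0.518). Without immature replicate 3 the fall was −1.69 for GFRA1 and −1.09 for RET. The adhesion list was lower (camera, adjusted p = 0.000408; adjusted p = 0.195 with an estimated correlation). CLDN1, a claudin of tight junctions, fell from 32.3 ± 19.2 CPM to 0.573 ± 0.0273 CPM, and CNTN1, a neural adhesion protein (−4.16, SE 0.53), and ITGA6, an integrin that binds laminin (−3.91, SE 0.16), fell too. In the same list CDH15, a cadherin (3.20, SE 0.28), CLDN11, the claudin of the blood-testis barrier (3.04, SE 0.78), and NCAM2 (2.49, SE 0.38) rose.

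**Figure D2:**
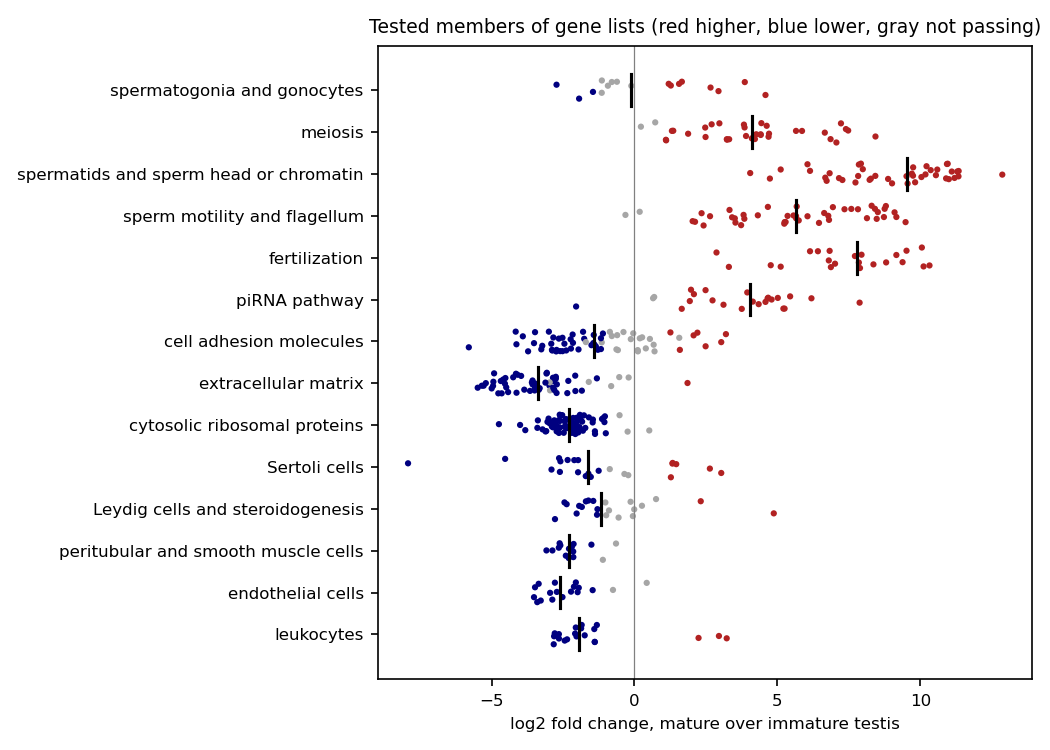
Log2 fold change, mature over immature, of every tested member of 14 gene lists. Each point is 1 gene, red where it was called higher, blue where it was called lower and gray where it was not called, and the black bar is the median of the list. The medians of the sperm lists lie above 0 and those of the matrix and somatic cell lists below 0.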

The most significantly enriched functional terms included spermatogenesis (GO:0007283), cell adhesion (GO:0007155), and multicellular organismal development (GO:0007275). The most significantly enriched biological processes include calcium ion binding (GO:0005509), protein binding (GO:0005515), and molecular function (GO:0003674). 

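Genes of the extracellular matrix were lower in mature testis almost throughout. Of 59 tested, 52 fell, 1 rose and 6 were not called (the same numbers adjusted over the list alone), with a median log2 fold change of −3.37. COL1A1 and COL1A2, the chains of collagen I, fell from 8740 ± 3805 CPM to 216 ± 134 CPM and from 5791 ± 3072 CPM to 149 ± 71.0 CPM (n = 3 per group). COL3A1, the chain of collagen III, fell from 4760 ± 2388 CPM to 129 ± 59.2 CPM. LOXL1, an enzyme that crosslinks elastin, was the member that rose.
The log2 fold change was −5.34 (SE 0.61, adjusted p = 0.000231) for COL1A1, −5.28 (SE 0.57, adjusted p = 0.000168) for COL1A2 and −5.20 (SE 0.56, adjusted p = 0.000169) for COL3A1 in edgeR's quasi-likelihood test. COL5A1, a chain of collagen V (−5.49, SE 0.44), POSTN, or periostin (−5.00, SE 0.95), and LUM, or lumican, a proteoglycan that binds collagen (−4.95, SE 0.59), fell by similar amounts, and LOXL1 was at 1.86 (SE 0.16, adjusted p = 1.15e-05) in the same test. The list stood below other genes (camera, adjusted p = 8.13e-12; adjusted p = 0.226 with an estimated correlation).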

Extracellular matrix (GO:0031012), proteinaceous extracellular matrix (GO:0005578), and extracellular vesicular exosome (GO:0070062) are among the most significantly enriched cellular components. The top 20 GO terms are listed in Figure 1F by ascending order of corrected *p* value and the regulating network of significant GO terms (*p* < 0.01) are shown in the GO tree (Figure 2A).

KEGG analysis of functional enrichments of 3331 DEGs found that 282 pathways were enriched, with 105 pathways significantly enriched (*p* < 0.05). These included calcium signaling pathway (PATH:04020), metabolic pathways (PATH:01100), cell adhesion molecules (PATH:04514), and PI3K–Akt signaling pathway (PATH:04151). 

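Genes of calcium signaling moved in both directions. Of 88 tested, 22 rose, 32 fell and 34 were not called in mature testis (the same numbers adjusted over the list alone). PLCZ1, the phospholipase that sperm carry into the egg, rose from 0.0878 ± 0.101 CPM to 123 ± 5.43 CPM (n = 3 per group), and PPP3R2, a testis form of the calcineurin regulatory subunit, rose from 0.198 ± 0.0655 CPM to 82.2 ± 16.5 CPM. AGTR1, the angiotensin II receptor, fell from 46.0 ± 32.7 CPM to 2.91 ± 0.101 CPM. In PI3K-Akt signaling more genes fell than rose: 36 of 75 fell and 14 rose (the same adjusted over the list alone), with a median log2 fold change of −0.97.
Of the nitric oxide synthases NOS1 rose (5.77, SE 0.27, adjusted p = 2.9e-07) and NOS2 fell (−3.43, SE 0.27, adjusted p = 6.03e-06) in edgeR's quasi-likelihood test, and ATP2B3, a calcium pump of the plasma membrane, fell (−3.53, SE 0.64). The calcium list as a whole, with a median of −0.48, did not pass (camera, adjusted p = 0.343). The PI3K-Akt list was lower (camera, adjusted p = 0.00491; adjusted p = 0.271 with an estimated correlation). FGFR1, a receptor for fibroblast growth factors, fell from 468 ± 42.3 CPM to 27.5 ± 6.09 CPM, IGF2, a growth factor, from 311 ± 59.0 CPM to 27.8 ± 3.77 CPM, and PDGFA, a platelet-derived growth factor, from 103 ± 22.5 CPM to 6.72 ± 0.375 CPM. HGF, hepatocyte growth factor (3.50, SE 0.33), the kinase SGK2 (2.82, SE 0.37) and PHLPP1, a phosphatase of Akt (2.20, SE 0.35), rose.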

The top 20 pathways are listed in Figure 1G by the ascending order of *p*-value. Furthermore, the regulating network of significant pathways is shown in Figure 2B. Networks constructed by most KEGG pathways of down-regulated genes showed both up- and down-regulated genes enriched in calcium signaling pathway and metabolic pathways, and were similar to the GO tree in that most up-regulated genes were enriched in ubiquitin-mediated proteolysis.

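Genes of ubiquitin-mediated proteolysis moved in both directions, with more of them higher than lower in mature testis. Of 111 tested, 33 rose, 23 fell and 55 were not called (the same numbers adjusted over the list alone), with a median log2 fold change of 0.30. UBE2U, a ubiquitin-conjugating enzyme, rose from 1.46 ± 0.595 CPM to 107 ± 7.75 CPM (n = 3 per group), CDC20, an activator of the anaphase-promoting complex, from 11.6 ± 5.89 CPM to 123 ± 16.4 CPM, and CUL3, a scaffold of ubiquitin ligases, from 102 ± 8.50 CPM to 701 ± 18.0 CPM. MID1, a ubiquitin ligase of microtubules, fell from 9.79 ± 3.20 CPM to 1.14 ± 0.257 CPM, and KLHL13, an adaptor for CUL3, fell from 99.8 ± 3.65 CPM to 13.5 ± 1.03 CPM.
UBE2U had a log2 fold change of 6.19 (SE 0.25, adjusted p = 1.41e-07), CUL3 of 2.78 (SE 0.11, adjusted p = 1.21e-07) and KLHL13 of −2.88 (SE 0.12, adjusted p = 1.83e-07) in edgeR's quasi-likelihood test. SOCS3, a suppressor of cytokine signaling, fell too (−2.87, SE 0.74; −1.88 without immature replicate 3). The list as a whole did not stand apart from other genes (camera, adjusted p = 0.343).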

### 3.3. Analysis of miRNAs Expression Patterns in Testicular Tissues

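Small RNAs were sequenced from 2 libraries, a pool of testis tissue from 3 animals at 1 day after birth and a pool from 3 animals at 24 months. The table of miRNA counts lists 3232 items and sums to 4153017 counts in the immature pool and 1021222 in the mature pool. The 5174239 counts together come from reads that the authors assigned to listed items, and whether some reads are counted under 2 names was not tested. The paper's reported 11091870 clean reads also hold other reads, and every value here uses the counts. The authors checked reads with Fast-QC, aligned them to miRBase 21.0 and with BWA to Btau_5.0.1, predicted further miRNAs, and mapped the remaining reads to the human and mouse miRNAs of miRBase. The mismatch settings and the version of BWA are not given in the sources used here. Counts were divided by the total of the table in each pool and are given as counts or as shares of that total. Ratios are mature over immature on the log2 scale with a 95% interval from the exact Clopper-Pearson interval of the mature share of both counts. With 1 pool per age there is no replicate, so no test was run on these values, and the intervals cover counting error only, not the spread between animals. Where a pool has 0 counts, the bound is the ratio that 3 counts in that pool would give. It takes the other pool's count as exact and moves with the scaling, so it is no strict limit. For miR-544b, for example, the bound is 4.83 on the log2 scale and the exact 95% limit is 4.40. To place a list of miRNAs, its median ratio (0.5 added to each count) was compared with 10000 random lists of known bovine miRNAs of the same size and mean level, as a description of these pools.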

Solexa sequencing yielded a total of 11,091,870 clean reads for the two groups. The length distribution of clean reads indicated that the immature group was mainly around 22nt to 24nt in size while the mature group was mostly 22nt and 28nt in size (Figure 3A). 97.2% and 98.5% were mapped to the bovine genome in immature and mature libraries, respectively. There were 77.7% clean reads of immature group data mapped to the known miRNA database, whereas this was only 17.1% clean reads for the mature group. 

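Known bovine miRNAs made up most of the counts in both pools, and items with no known name took a larger share in the mature pool. Of the listed counts, known bovine miRNAs held 99.07% in the immature pool (4114402 counts, exact 95% interval 99.06% to 99.08%) and 95.1% in the mature pool (971132 counts, 95.05% to 95.14%). Items with no known name held 0.7952% (0.7867% to 0.8038%) in the immature and 4.563% (4.522% to 4.604%) in the mature pool, or 33024 and 46597 counts. Items with a human name held 0.09208% and 0.2571%, and items with a mouse name 0.04255% and 0.0849%. The let-7 family, miRNAs that rise as tissues differentiate, held 64.81% of the immature and 55.02% of the mature counts, led by let-7a-5p with 969000 and 245881 counts and let-7f with 961439 and 157689. Its list median, −0.52, lay at percentile 8.04 of the random lists. The most abundant miRNA outside the list was miR-3596, with 561041 and 124574 counts, the opposite strand of let-7b (562664 and 124292 counts). The immature counts of this pair differ by 0.288%, and whether the same reads are listed under both names was not tested, so ranks and shares of the total depend on it. miR-140 followed in the immature pool, with 133977 and 44231 counts. These are shares of the counts in the table, not of clean reads.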

The details of the Solexa sequencing of miRNA data are shown in Table S2.

Between immature and mature testis tissues of Chinese Red Steppes, 31 differentially expressed bovine miRNAs, nine human miRNAs, six mouse miRNAs, and 147 unknown miRNA were screened (Figure 3B). Among the bovine miRNAs, 11 miRNAs were up-regulated and 20 were down-regulated, including bta-miR-34b, bta-miR-34c, bta-miR-485, and bta-miR-449a. 

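The miR-34 and miR-449 family, which acts in sperm formation and in cilia, was far higher in the mature pool, and the miRNAs of the DLK1-DIO3 cluster, an imprinted region active in growth before birth, were far lower. All 7 members of the miR-34 and miR-449 list were above 0 on the log2 scale, and together they went from 852 to 67322 counts, or from 0.02052% to 6.592% of the counts in the table. The largest part was miR-34c, with 751 counts in the immature and 56150 in the mature pool, a log2 ratio of 8.25 (95% interval 8.14 to 8.35), where it was the fifth most abundant known bovine miRNA. miR-449a went from 19 to 7794 counts, a ratio of 10.70 (95% interval 10.06 to 11.44), and miR-34b from 47 to 2991, a ratio of 8.02 (95% interval 7.60 to 8.46). Of the DLK1-DIO3 cluster, 50 of the 52 miRNAs with counts were below 0, and together they went from 61550 to 1111 counts, or from 1.482% to 0.1088% of the counts in the table.
In the miR-34 and miR-449 list miR-449b had 2 and 244 counts (8.96, 95% interval 7.09 to 12.01), miR-449c 2 and 113 counts (7.84, 95% interval 5.96 to 10.91), miR-34a 31 and 28 counts (1.88, 95% interval 1.09 to 2.66) and miR-449d 0 and 2 counts. The list median was 8.00, above all random lists, whose medians ran from −1.35 to 1.31 (95% range). miR-485 of the DLK1-DIO3 cluster went from 560 to 13 counts (−3.41, 95% interval −4.32 to −2.62), and the most abundant members were miR-154c with 29285 and 577 counts (−3.64, 95% interval −3.76 to −3.52) and miR-432 with 17916 and 191 counts (−4.53, 95% interval −4.74 to −4.32). The cluster's median was −3.11, or −2.49 with miRNAs at 0 set to the bound, below all random lists (−0.61 to 0.36). miR-411c-3p and miR-758, the 2 above 0, had 1 immature and 0 mature counts each. Scaled by clean reads instead, miR-34a changed sign to −0.25, and no other member of the miR-34 and miR-449 list did.

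**Figure D3:**
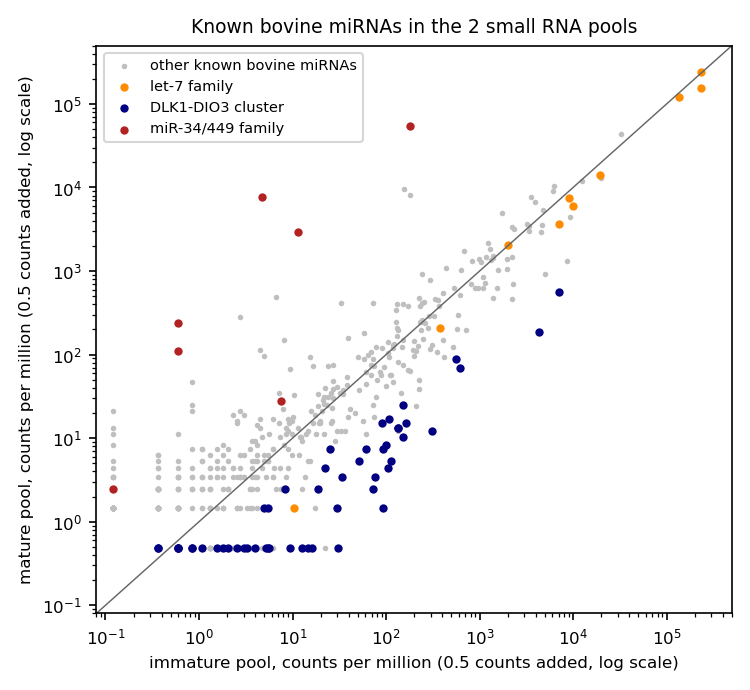
CPM of each known bovine miRNA in the immature pool (x axis) and the mature pool (y axis), both on log axes with 0.5 counts added. Each point is 1 miRNA, with the let-7 family, the DLK1-DIO3 cluster and the miR-34 and miR-449 family in color. The miR-34 and miR-449 family lies above the diagonal and nearly all of the DLK1-DIO3 cluster below it.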

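All 31 bovine miRNAs that the paper lists as differentially expressed had counts, with 11 above and 20 below 0 on the log2 scale. Outside the miR-34 and miR-449 family, miR-375, a miRNA of pancreatic islets and endocrine cells, went from 27 to 502 counts, a log2 ratio of 6.24 (95% interval 5.68 to 6.86), and miR-151-5p from 653 to 9807, a ratio of 5.93 (95% interval 5.82 to 6.05). miR-151-3p, the other arm, chosen after the values were seen, had 965 and 249 counts (0.07, 95% interval −0.14 to 0.27). miR-2384 went from 3 to 48 counts (6.02, 95% interval 4.39 to 8.35). miR-544b, with 0 and 21 counts, had a bound of 28.5-fold higher in the mature pool, and miR-2284s, with 0 and 13, of 17.6-fold. Of those lower in the mature pool, miR-543 had 675 immature and 15 mature counts (−3.47, 95% interval −4.31 to −2.74), miR-409b 300 and 2 (−5.21, 95% interval −8.26 to −3.34), miR-376b 124 and 1 (−4.93, 95% interval −10.25 to −2.43) and miR-369-3p 381 and 7 (−3.74, 95% interval −5.07 to −2.69). At 0 mature counts, miR-409a (127 immature counts) had a bound of 10.4-fold lower and miR-196b, from a HOX gene cluster, (93 counts) of 7.62-fold. For miR-3956 (67 counts) the bound was 5.49-fold and for miR-541 (60 counts) 4.92-fold lower. The 31 miRNAs of the paper's list went from 0.6484% to 7.664% of the counts in the table. They were chosen by the paper on the same pools, so their direction is not independent evidence.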

All 31 differentially expressed bovine miRNAs are listed in Table 2.

### 3.4. Prediction and Construction of Target Network between DERs and DEGs

DERs and their target DEGs were identified by integrative analysis and the result showed that 896 DEGs were target genes of 31 differentially expressed bovine miRNAs. Their targeting networks are shown in Figure 4. Overall, target genes of identified DERs were located in 10,023 GO terms, of which 1092 terms were significantly enriched (*p* < 0.05). These included regulation of sperm motility (GO:1901317) sperm motility (GO:0030317), spermatogenesis (GO:0007283), and spermatid development (GO:0007286), all of which play vital roles in male fecundity. KEGG analysis showed that 1352 target genes of DEGs were distributed among 277 pathways of which 92 pathways were significantly enriched (*p* < 0.05) These included cell adhesion molecules (CAMs) (PATH:04514), insulin secretion (PATH:04911), cGMP-PKG signaling pathway (PATH:04022), metabolic pathways (PATH:01100), and calcium signaling pathway (PATH:04020). The top 45 significant GO terms and top 15 KEGG pathways are listed in Figure 5A,B, respectively, by ascending order of the corrected *p*-values.

### 3.5. The Comparative Analysis and Verification of the Expression Levels between Real-Time PCR Result and Sequencing Data

The partial DEGs and DERs were selected to validate the sequencing data by real-time PCR. 

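All 19 genes that the paper measured by real-time PCR, apart from miRNAs, changed in the sequencing counts, 16 higher and 3 lower in mature testis. CELF3, a regulator of splicing, rose from 0.902 ± 0.105 CPM to 42.1 ± 1.14 CPM (n = 3 per group), HNF4A, a nuclear receptor of liver and gut, from 1.12 ± 0.404 CPM to 25.9 ± 7.23 CPM, and PDE10A, a phosphodiesterase, from 17.6 ± 11.5 CPM to 163 ± 9.20 CPM. GAPDH, the glycolytic enzyme of somatic cells, fell from 1046 ± 93.9 CPM to 243 ± 19.9 CPM, SMAD1, which carries BMP signals, from 27.3 ± 6.79 CPM to 9.51 ± 0.548 CPM, and WNT9A, a Wnt ligand, from 11.0 ± 1.92 CPM to 2.99 ± 0.208 CPM.
In edgeR's quasi-likelihood test the log2 fold change was 5.53 (SE 0.18, adjusted p = 4.49e-08) for CELF3, 4.52 (SE 0.34, adjusted p = 4.75e-06) for HNF4A and 3.20 (SE 0.45, adjusted p = 0.000515) for PDE10A, the largest of the 16. It was −2.11 (SE 0.12, adjusted p = 8.31e-07) for GAPDH, −1.88 (SE 0.22, adjusted p = 7.86e-05) for WNT9A and −1.52 (SE 0.20, adjusted p = 0.000155) for SMAD1 in the same test. The other genes that rose lay between 1.18 (SE 0.10) for DYNLL2, a light chain of dynein, and 2.45 (SE 0.15) for ASCC2, with 2.44 for ZMIZ2, 2.29 for ATOH8, 2.23 for UBN1, 2.11 for NIPAL4, 2.10 for GRIN2A, a subunit of a glutamate receptor, 1.90 for SIDT2, 1.83 for SEMA4G, 1.73 for FAM83F, 1.64 for TAL1, 1.62 for BSN and 1.56 for SLC1A4. DYNLL2 fell below the threshold on the fold with upper-quartile factors. The genes were chosen by the paper from its own comparison of these libraries, so the counts are not independent evidence of direction.

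**Figure D4:**
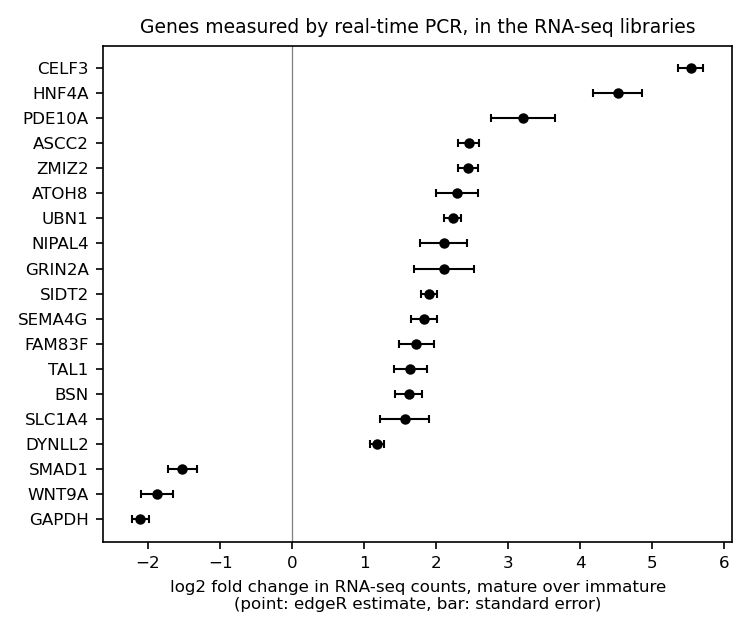
Log2 fold change, mature over immature, of the 19 genes of Fig. 6A in the sequencing counts (x axis). Points are estimates and bars 1 SE on each side. CELF3 and HNF4A rose most and GAPDH fell most.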

Comparatively, the expression levels of activating signal co-integrator 1 complex subunit 2 (*ASCC2*), dynein light chain LC8-type 2 (*DYNLL2*), family with sequence similarity 83 member F (*FAM83F*), solute carrier family 1 member 4 (*SLC1A4*), TAL bHLH transcription factor 1 (*TAL1*), atonal bHLH transcription factor 8 (*ATOH8*), hepatocyte nuclear factor 4 alpha (*HNF4A*), NIPA like domain containing 4 (*NIPAL4*), semaphorin 4G (*SEMA4G*), bassoon presynaptic cytomatrix protein (*BSN*), phosphodiesterase 10A (*PDE10A*), zinc finger MIZ-type containing 2 (*ZMIZ2*), and ubinuclein 1 (*UBN1*) in mature testes were up-regulated, whereas glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*), SMAD family member 1 (*SMAD1*) and Wnt family member 9A (*WNT9A*) were down-regulated (Figure 6A). In addition, bta-miR-369-5p, bta-miR-376e, bta-miR-382, bta-miR-3578, bta-miR-432, bta-miR-411c-5p, bta-miR-433, bta-miR-485, bta-miR-487, bta-miR-493, bta-miR-495 and bta-miR-665 had higher expression levels in mature testicular tissue. However, the expression level of bta-miR-151-5p was lower in mature testicular tissue (Figure 6B). 

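In the sequencing counts, the miRNAs that the paper took to real-time PCR were nearly all lower in the mature pool, and miR-151-5p was higher. Of 12 matched by name, 11 were below 0 on the log2 scale and miR-151-5p, at 653 immature and 9807 mature counts, was above 0. The lowest ratios were those of miR-493, from 389 counts to 1 (−6.58, 95% interval −11.89 to −4.09), and of miR-495, from 1291 to 12 (−4.73, 95% interval −5.68 to −3.92). miR-376e went from 319 to 3 counts (−4.71, 95% interval −6.99 to −3.15), miR-411c-5p from 463 to 5 (−4.51, 95% interval −6.14 to −3.28), miR-433 from 628 to 10 (−3.95, 95% interval −5.02 to −3.06) and miR-665 from 411 to 8 (−3.66, 95% interval −4.88 to −2.67). miR-382 went from 561 to 13 (−3.41, 95% interval −4.33 to −2.62), and miR-3578, listed with 559 and 12 counts (−3.52, 95% interval −4.48 to −2.70), is the opposite strand of miR-382 over at least 18 bases. miR-369-5p had 77 and 2 counts (−3.24, 95% interval −6.31 to −1.34). No item is named miR-487, and miR-487b had 438 and 4 counts (−4.75, 95% interval −6.63 to −3.38). The 11 lower miRNAs lie in the DLK1-DIO3 cluster or pair with a member of it. The paper chose them on these pools, so their direction is not independent evidence.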

The real-time PCR results were consistent with the sequencing data of RNA-seq and Solexa.

## 4. Discussion

### 4.1. Mapping and Length Distributions of the miRNAs Sequences

Bull breeding has considerable agricultural significance and semen quality has become an important research area for animal production and breeding topics including male fecundity trait, sperm preservation and artificial insemination of animals. Previous reports have indicated that dicer plays an important role in spermatogenesis [43,44]. MiRNAs cooperate with dicer to act as a posttranscriptional regulatory mechanism to participate in testicular tissue development and spermatogenesis [45,46]. Therefore, miRNAs are logical targets for exploring its effects on male fertility and may provide useful biomarkers for bull breeding. However, of the number of known bovine miRNAs only 1064 precursors and 1025 mature (Btau_5.0.1) were released in the miRBase database [39], which is currently much lower than that of humans (1917 precursors, 2654 mature (GRCh38)) and mice (1234 precursors, 1978 mature (GRCm38)). In the present study, some miRNAs were not defined in the bovine database. 

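Under their listed names, the human and mouse miRNAs that the paper names were nearly absent from the immature pool and had few counts in the mature pool. hsa-miR-151b had 0 immature and 147 mature counts, a bound of 199-fold higher in the mature pool. Its sequence is the 18-base start of bta-miR-151-5p, so that bound holds for the listed name only. hsa-miR-130a-5p had 0 and 37 counts (bound 50.2-fold), hsa-miR-3116 0 and 21 (bound 28.5-fold) and hsa-miR-4768-5p 0 and 20 (bound 27.1-fold). Of the mouse miRNAs, mmu-miR-7035-5p had 0 and 23 counts (bound 31.2-fold), mmu-miR-7089-3p 0 and 16 (bound 21.7-fold) and mmu-miR-3473d 0 and 13 (bound 17.6-fold). mmu-miR-351-5p had 1 and 30 counts, a log2 ratio of 6.93 (95% interval 4.34 to 12.28). The most abundant human name added after the values were seen, hsa-miR-151a-5p, had 0 and 740 counts. It has the same sequence as bta-miR-151-5p, which had 653 and 9807 counts (log2 ratio 5.93). The counts of 1 sequence are thus listed under 2 names, and this sequence is not absent from the immature pool.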

To further explore the functions of miRNAs, the novel miRNAs were mapped to the human and mouse databases and the results showed that some miRNAs in our bovine data had the same sequence with those found in humans and mice databases, such as hsa-miR-151b, hsa-miR-130a-5p, hsa-miR-3116, hsa-miR-4768-5p, mmu-miR-7035-5p, mmu-miR-351-5p, mmu-miR-7089-3p, and mmu-miR-3473d, indicating that bovine miRNAs may have homologous sequences with humans and mice, and a large number of bovine miRNAs need further study.

Mapping and length distribution of the miRNA sequences also found that the miRNAs of immature testicular tissue were predominantly distributed around 20nt to 24nt, which is typical of the small RNA of dicer-processed products. However, the miRNAs of mature testicular tissue mostly had a length of 22nt and 28nt in size. A study reported that the miRNAs with the length of 24-32nt typical piRNAs [47] predominantly expressed in sperm [48], indicating that our Solexa sequencing data included piRNAs of bovine sperm. Our previous study on porcine testes [49] is consistent with the data on the bull. The 20nt and 22nt sequences in the bovine testis of the 3d after birth and adult bull samples are the dominant small RNAs [49], while there are no 24-32nt piRNAs in the length distribution data of mature testicular tissue. Therefore, we speculated that the previous test just pools the same kinds of testicular tissue samples (the tissues of 3d after birth and adult bull) for Solexa sequencing, so the difference of length distributions between miRNAs and piRNA were not shown or neglected in the data.

### 4.2. Gene Expression Patterns and Roles in Testicular Tissues of Cattle

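Genes of the somatic cells of the testis were mostly lower in mature tissue. Of 23 Sertoli cell genes 14 fell and 6 rose, of 15 genes of peritubular and smooth muscle cells 13 fell and 0 rose, of 18 endothelial genes 16 fell and 0 rose (1 rose without immature replicate 3), and of 20 leukocyte genes 17 fell and 3 rose (the same numbers adjusted over the list alone). The Sertoli genes INHA and GATA4 fell from 3096 ± 810 CPM to 135 ± 13.1 CPM and from 553 ± 105 CPM to 74.0 ± 10.3 CPM (n = 3 per group), and FSHR, the receptor for follicle-stimulating hormone, from 174 ± 38.6 CPM to 28.0 ± 2.48 CPM. CLDN11 of the blood-testis barrier rose from 17.1 ± 17.8 CPM to 140 ± 7.68 CPM. Of 22 Leydig cell and steroidogenic genes 11 fell and 2 rose: CYP19A1, or aromatase, rose from 0.220 ± 0.167 CPM to 6.68 ± 0.730 CPM, HSD17B3, which makes testosterone, from 2.99 ± 0.501 CPM to 14.9 ± 0.917 CPM, while NR5A1, or steroidogenic factor 1, fell from 101 ± 11.0 CPM to 14.7 ± 1.84 CPM.
The median log2 fold change was −1.61 in the Sertoli list (camera, adjusted p = 0.0414; adjusted p = 0.366 with an estimated correlation), −2.29 in the peritubular list (camera, adjusted p = 7.91e-05; adjusted p = 0.126 with an estimated correlation), −2.62 in the endothelial list (camera, adjusted p = 4.51e-05; adjusted p = 0.357 with an estimated correlation) and −1.95 in the leukocyte list (camera, adjusted p = 0.0102; adjusted p = 0.633 with an estimated correlation). The Leydig cell list, with a median of −1.16, did not pass (camera, adjusted p = 0.0648; adjusted p = 0.548 with an estimated correlation). Without immature replicate 1 the Sertoli list, at a median of −1.53, did not pass, nor did it with upper-quartile factors (−1.82), a filter at 1 CPM (−1.58) or the most abundant genes left out (−1.36). The leukocyte list did not pass with DESeq2 (−1.86). Without immature replicate 2 or mature replicate 1 the Leydig list, at −1.21 and −1.42, passed, as it did with DESeq2 (−1.07), limma-voom (−1.21) and no filter (−1.09). Of the other Sertoli genes FATE1 (2.64, SE 0.14) and AARD (1.46, SE 0.11) rose. Of the Leydig list NR2F2, a nuclear receptor of the interstitium (−2.45, SE 0.20), FDXR, which passes electrons to steroid hydroxylases (−2.37, SE 0.16), and SCARB1, a lipoprotein receptor (−2.02, SE 0.39), fell. Contractile genes ACTG2 (−3.08, SE 0.63), LMOD1 (−2.87, SE 0.32), CNN1 (−2.65, SE 0.26), TAGLN (−2.62, SE 0.15), CALD1 (−2.59, SE 0.16) and MYLK (−2.40, SE 0.17) fell, as did the endothelial genes CLDN5 (−3.52, SE 0.29), PECAM1 (−3.48, SE 0.43), MMRN2 (−3.40, SE 0.46), PLVAP (−3.35, SE 0.35), ROBO4 (−3.28, SE 0.18) and VWF (−2.95, SE 0.35). Among leukocyte genes the complement genes C1QA (−2.81, SE 0.64), C1QB (−2.79, SE 0.61) and C1QC (−2.83, SE 0.62) and PTPRC, or CD45 (−2.65, SE 0.27), fell, while CD14 (3.23, SE 0.16), AIF1 (2.96, SE 0.31) and the mannose receptor MRC1 (2.24, SE 0.43), all genes of macrophages, rose. All changes named here passed edgeR's quasi-likelihood test, the weakest being CLDN11 at an adjusted p = 0.0105.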

In the above, GO analysis of DEGs showed the down-regulated genes were significantly enriched in a large number of GO terms, and the GO tree also showed most GO terms were down-regulated, indicating that these DEGs may play important roles in the development of the immature testis of calves. However, the up-regulated genes enriched in GO terms were related to fertilization, male meiosis, meiotic, and protein ubiquitination of adult bulls, which indicate that a large number of genes with key roles in male reproduction traits are highly expressed in mature testis tissue, and these genes are not, or are lowly, expressed in immature testis tissue.

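Genes of meiosis and of fertilization were higher in mature testis. Of 36 meiosis genes 34 rose and 0 fell, with a median log2 fold change of 4.13, and of 22 fertilization genes 22 rose and 0 fell, with a median of 7.78 (the same numbers adjusted over the list alone). HORMAD2, a protein of the meiotic chromosome axis, rose from 0.682 ± 0.213 CPM to 123 ± 11.4 CPM (n = 3 per group), SYCE3, of the synaptonemal complex, from 0.573 ± 0.160 CPM to 97.9 ± 5.18 CPM, and MEIOC, which stabilizes meiotic transcripts, from 1.72 ± 0.470 CPM to 258 ± 27.4 CPM. ADAM2, a sperm surface protein needed for binding the egg, rose from 0.288 ± 0.217 CPM to 326 ± 35.4 CPM, and CRISP2, a protein of the acrosome and sperm tail, from 1.53 ± 1.20 CPM to 1121 ± 85.3 CPM. 
In edgeR's quasi-likelihood test the log2 fold change was 7.48 (SE 0.21, adjusted p = 2.64e-08) for HORMAD2, 7.40 (SE 0.20, adjusted p = 2.27e-08) for SYCE3, 7.23 (SE 0.21, adjusted p = 2.87e-08) for MEIOC, 10.12 (SE 0.30, adjusted p = 3.01e-08) for ADAM2 and 9.52 (SE 0.46, adjusted p = 1.29e-06) for CRISP2. BRDT, which binds acetylated histones (7.07, SE 0.41), SHCBP1L, a spindle protein of meiosis (6.86, SE 0.19), and PRSS37, a protease-like protein of the acrosome (9.38, SE 0.28), rose too. With 1 immature count each, so did TERB2, which tethers telomeres in meiosis and is listed as C10H15orf43 (log2 ratio 8.89, 95% counting interval 6.41 to 14.20), and IZUMO3, a sperm membrane protein (log2 ratio 10.52, 95% counting interval 8.04 to 15.82). The meiosis list stood above other genes at a camera adjusted p = 4.91e-10 (adjusted p = 0.126 with an estimated correlation) and the fertilization list at a camera adjusted p = 1.03e-09 (adjusted p = 0.06 with an estimated correlation).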

KEGG analysis showed a total of 7171 DEGs enriched in KEGG pathways, in which only 1109 genes were screened as up-regulated genes. 

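Cell cycle genes were more often higher than lower in mature testis, and genes of insulin signaling were more often lower. Of 71 cell cycle genes 33 rose and 13 fell, and of 67 insulin signaling genes 16 rose and 27 fell (the same numbers adjusted over the list alone). CCNA1, the cyclin of male meiosis, rose from 2.00 ± 0.337 CPM to 117 ± 21.1 CPM (n = 3 per group), CCNB2, a mitotic cyclin, from 8.31 ± 3.92 CPM to 128 ± 16.8 CPM, and CDC25C, a phosphatase that starts division, from 2.38 ± 0.753 CPM to 36.3 ± 4.39 CPM. CCND2 and CCND3, cyclins of the G1 phase, fell from 41.8 ± 4.80 CPM to 4.36 ± 1.23 CPM and from 66.7 ± 10.1 CPM to 8.54 ± 0.410 CPM. INSR, the insulin receptor, fell from 140 ± 39.1 CPM to 13.5 ± 3.05 CPM, and its substrate IRS1 from 55.2 ± 6.36 CPM to 4.77 ± 0.818 CPM.
CCNA1 had a log2 fold change of 5.86 (SE 0.22, adjusted p = 8.82e-08), CCND2 of −3.26 (SE 0.23, adjusted p = 3.15e-06) and INSR of −3.37 (SE 0.25, adjusted p = 5.31e-06) in edgeR's quasi-likelihood test. PKMYT1, a kinase that restrains CDK1 (4.01, SE 0.15), SMC1B, a cohesin of meiosis (3.83, SE 0.25), and BUB1, a kinase of the spindle checkpoint (3.58, SE 0.17), rose, and ORC2, of the origin recognition complex (−2.69, SE 0.27), fell. Among insulin signaling genes GYS2, a glycogen synthase (5.73, SE 0.36), ACACB, an acetyl-CoA carboxylase (5.14, SE 0.25), and PHKG2, of phosphorylase kinase (3.22, SE 0.13), rose, and PDE3A, a phosphodiesterase (−3.59, SE 0.40), and SOCS2, a suppressor of cytokine signaling (−3.24, SE 0.64), fell. The cell cycle list, with a median of 0.85, was higher (camera, adjusted p = 0.0159; adjusted p = 0.447 with an estimated correlation), and the insulin list, with a median of −0.54, did not pass (camera, adjusted p = 0.183).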

A large number of genes with high expression in immature testis associated with growth and metabolism were more active, while high expression of genes in the mature testis were mainly located in the calcium signal metabolism pathway, cell cycle, and insulin signal pathway, which were related to cell proliferation, hormone regulation, and sperm development. The KEGG enrichment of DEGs indicated that a larger number of up-regulated genes were not defined in KEGG pathways which suggest that their functions in bull reproduction need to be explored in the future. Meanwhile, previous studies have shown that Sertoli proliferation and differentiation can be mediated through Wnt/β-catenin signaling pathway [50,51], mTOR signaling pathway [51,52,53,54], and TGF-β signaling pathway [55,56]. PTEN, PI3K/AKT, and STAT signaling pathways were found to be involved in bull sperm cell apoptosis [57]. 

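Genes of Wnt and of TGF-beta and BMP signaling were mostly lower in mature testis. Of 52 Wnt genes 34 fell and 9 rose, with a median log2 fold change of −1.75, and of 42 TGF-beta and BMP genes 27 fell and 3 rose, with a median of −1.62 (the same numbers adjusted over the list alone). RSPO3, which amplifies Wnt signals, fell from 42.2 ± 25.4 CPM to 1.01 ± 0.530 CPM (n = 3 per group), while the ligand WNT3 rose from 0.639 ± 0.172 CPM to 16.9 ± 0.707 CPM and LEF1, a transcription factor of the pathway, from 17.3 ± 2.46 CPM to 231 ± 29.3 CPM. CHRD, or chordin, which binds BMPs, fell from 91.9 ± 18.5 CPM to 0.816 ± 0.346 CPM, ID3, a target of BMP signals, from 60.6 ± 10.8 CPM to 3.44 ± 0.663 CPM, and DCN, or decorin, which binds TGF-beta, from 1406 ± 309 CPM to 60.8 ± 18.7 CPM.
In edgeR's quasi-likelihood test the log2 fold change was −5.37 (SE 0.69, adjusted p = 0.000311) for RSPO3, 3.74 (SE 0.16, adjusted p = 1.85e-07) for LEF1 and −6.80 (SE 0.29, adjusted p = 2.07e-07) for CHRD. The receptor FZD10 (−4.75, SE 0.82), FST, or follistatin (−4.63, SE 1.01), and the TGF-beta coreceptor TGFBR3 (−3.58, SE 0.50) fell, and the ligands WNT7A (4.59, SE 0.45) and BMP7 (2.01, SE 0.45) and SMURF1, a ubiquitin ligase for SMADs (2.70, SE 0.40), rose. The Wnt list was lower (camera, adjusted p = 0.00415; adjusted p = 0.226 with an estimated correlation), and so was the TGF-beta and BMP list (camera, adjusted p = 2.11e-05; adjusted p = 0.126 with an estimated correlation). Some folds and calls here depend on a library or setting. SFRP2, a Wnt inhibitor, was at −6.55 (SE 1.78), −3.18 without immature replicate 3 and not called in limma-voom or without the filter, WNT4 was at −5.66 (SE 1.42), −3.37 without immature replicate 1 and not called in DESeq2 or limma-voom, and INHBB, an inhibin subunit, was at 1.33 (SE 0.53), 2.29 without immature replicate 1 and, not called, 0.95 without immature replicate 3. INHBB also lost its call without immature replicate 2 (1.06) or any of mature replicates 1 (1.41), 2 (1.33) and 3 (1.38), with library totals only (1.24), with upper-quartile factors (1.11) and without the filter (1.39).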

In the present study, the above mentioned KEGG pathways, which have important effects on Sertoli proliferation and differentiation and bull sperm cell apoptosis, were enriched. Additionally, most DEGs enriched in metabolic pathways were involved in fat metabolism, and KEGG pathway enrichment analysis showed that pathways related to fat metabolism including fatty acid degradation (PATH:00071), adipocytokine signaling pathway (PATH:04920), and PPAR signaling pathway (PATH:03320) were significantly enriched. 

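Genes of fat metabolism moved in both directions, with more of them lower in mature testis. Of 73 tested, 31 fell, 16 rose and 26 were not called (the same numbers adjusted over the list alone), with a median log2 fold change of −0.84. LPL, the lipase that frees fatty acids from lipoproteins, fell from 153 ± 63.7 CPM to 6.24 ± 1.77 CPM (n = 3 per group), and FABP7, a fatty acid binding protein, from 3.19 ± 1.57 CPM to 0.243 ± 0.0379 CPM. AQP7, a channel for water and glycerol, rose from 1.10 ± 0.230 CPM to 217 ± 14.1 CPM, and GK2, the testis form of glycerol kinase, from 0.197 ± 0.129 CPM to 254 ± 32.2 CPM.
LPL had a log2 fold change of −4.61 (SE 0.37, adjusted p = 1.47e-05), FABP7 of −3.67 (SE 0.54, adjusted p = 0.000284), AQP7 of 7.62 (SE 0.18, adjusted p = 1.49e-08) and GK2 of 10.27 (SE 0.28, adjusted p = 2.27e-08) in edgeR's quasi-likelihood test. The list was lower (camera, adjusted p = 0.0414; adjusted p = 0.357 with an estimated correlation), and it did not pass without immature replicate 3 (median −0.56), without mature replicate 2 (median −0.80) or with DESeq2 (median −0.75).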

Several studies have reported that obesity decreases the fecundity of male and female reproduction in humans [58,59,60], which indicates that fat metabolism participates in reproductive regulation, which is consistent with our results. The present study suggested that fat metabolism also plays an important role in bovine reproduction. Although fat metabolism has always been the focus and hotspot of beef traits and milk quality traits research, recently studies of functional genes related to fat metabolism in reproduction have predominantly focused on female cattle [61,62,63,64,65]. Thus, the functions of DEGs enriched in fat metabolism pathways including peroxisome proliferator activated receptor alpha (*PPARA*), glycerol kinase (GK), acyl-CoA oxidase 2 (*ACOX2*), carnitine palmitoyl-transferase 1B (*CPT1B*), acyl-CoA synthetase bubblegum family member 2 (*ACSBG2*), etc., on male fertility should also be explored in future study. In addition, there were only 24 up-regulated pathways in networks, and it is noteworthy that both up- and down-regulated DEGs were significantly enriched in calcium signaling pathway and metabolic pathways. 

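The fat metabolism genes that the paper names changed in different directions. PPARA, a nuclear receptor for fatty acids, fell from 21.6 ± 2.28 CPM to 4.12 ± 0.753 CPM (n = 3 per group), GK, the glycerol kinase of somatic cells, from 3.89 ± 1.58 CPM to 0.591 ± 0.214 CPM, and ACOX2, which oxidizes branched fatty acids in peroxisomes, from 23.5 ± 3.96 CPM to 7.86 ± 0.659 CPM. CPT1B, which brings fatty acids into mitochondria, rose from 9.67 ± 2.24 CPM to 164 ± 11.8 CPM, and ACSBG2, an acyl-CoA synthetase of the testis, from 0.330 ± 0.00552 CPM to 473 ± 50.6 CPM. The log2 fold change was −2.39 (SE 0.20, adjusted p = 9.63e-06) for PPARA, −2.70 (SE 0.45, adjusted p = 0.000557) for GK, −1.58 (SE 0.18, adjusted p = 6.59e-05) for ACOX2, 4.08 (SE 0.19, adjusted p = 3.21e-07) for CPT1B and 10.45 (SE 0.19, adjusted p = 8.51e-09) for ACSBG2 in edgeR's quasi-likelihood test.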

KEGG enrichment and pathway network suggested that the above two pathways play a vital and complex role in the development of testis and male trait maintenance. In general, the GO terms and the KEGG pathways for DEGs between mature and immature testicular tissue provide perfect clues for selecting candidates affecting bovine male reproduction.

Our study not only analyzed the networks with a large number of important pathways affect bovine male reproductions but also many other DEGs have been reported with functions in male fecundity or candidate genes in humans and mice. These DEGs include phosphoserine aminotransferase 1 (*PSAT1*), ubiquitin D (*UBD*), leucine rich repeat containing 32 (*LRRC32*), tsukushi, small leucine rich proteoglycan (*TSKU*), interferon-gamma (*IFN-γ*), and transcriptional activator GLI3-like (*GLI3*) [66,67]. 

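The genes that the paper names here were lower in mature testis where they could be tested. PSAT1, an enzyme of serine synthesis, fell from 132 ± 26.7 CPM to 28.3 ± 1.32 CPM (n = 3 per group), UBD, a ubiquitin-like protein, from 29.0 ± 11.6 CPM to 2.40 ± 0.705 CPM, and LRRC32, which anchors latent TGF-beta, from 15.1 ± 5.65 CPM to 2.07 ± 0.428 CPM. TSKU, a secreted proteoglycan, fell from 58.4 ± 22.7 CPM to 14.9 ± 3.88 CPM, and GLI3, a transcription factor of hedgehog signaling, from 84.5 ± 4.85 CPM to 17.2 ± 4.97 CPM. IFNG, or interferon gamma, had 14, 11 and 4 counts in immature replicates 1, 2 and 3 and 0, 0 and 2 in mature replicates 1, 2 and 3 (log2 ratio −3.86, 95% counting interval −6.97 to −1.87), too few for the filter on low counts, and was not tested. The log2 fold change was −2.22 (SE 0.16, adjusted p = 3.93e-06) for PSAT1, −3.59 (SE 0.36, adjusted p = 3.03e-05) for UBD, −2.86 (SE 0.32, adjusted p = 5.42e-05) for LRRC32, −1.97 (SE 0.30, adjusted p = 0.000459) for TSKU and −2.29 (SE 0.22, adjusted p = 1.77e-05) for GLI3 in edgeR's quasi-likelihood test. Of the 11 fertility candidates that the paper names and that were tested, 5 were higher and 6 lower (the same adjusted over the list alone), with a median of −1.97 against a mean of 3.51, and the list did not pass (camera, higher, adjusted p = 0.825). The paper chose these genes from its own calls on these samples, so their direction is not independent evidence.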

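PDPN, or podoplanin, a membrane glycoprotein, was far lower in mature testis. It fell from 27.2 ± 3.14 CPM to 0.645 ± 0.283 CPM (n = 3 per group), a log2 fold change of −5.39 (SE 0.30, adjusted p = 8.29e-07) in edgeR's quasi-likelihood test. With each library left out in turn the value ran from −5.73 to −5.04.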

One of the DEGs identified in the present study, podoplanin (*PDPN*), promotes the proliferation of immature bovine Sertoli cells in vitro in the research we have reported [68]. Other DEGs in the present analysis, such as coiled-coil domain containing 185 (*CCDC185*), protamine 2 (*PRM2*), serine protease 58 (*PRSS58*), BPI fold containing family A member 3 (*BPIFA3*), *SPACA4*, etc., were also reported as candidate genes for the regulation of male reproduction in cattle [69].

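The genes named here were all far higher in mature testis. PRM2, a protamine, rose from 0.286 ± 0.0422 CPM to 602 ± 110 CPM (n = 3 per group), PRSS58, a serine protease, from 0.0881 ± 0.0384 CPM to 207 ± 37.2 CPM, and BPIFA3, of a family of lipid-binding proteins, from 0.110 ± 0.102 CPM to 285 ± 39.0 CPM. CCDC185, a coiled-coil protein, had 3 counts over the immature libraries and 5974 over the mature ones (log2 ratio 10.96, 95% counting interval 9.42 to 13.24), and SPACA4 had 0 counts in every immature library. The log2 fold change was 11.00 (SE 0.25, adjusted p = 1.44e-08) for PRM2, 11.07 (SE 0.29, adjusted p = 2.12e-08) for PRSS58 and 11.23 (SE 0.35, adjusted p = 3.92e-08) for BPIFA3 in edgeR's quasi-likelihood test, and CCDC185 (adjusted p = 3.07e-08) and SPACA4 (adjusted p = 3.71e-07) passed the same test. PRM2 had 13 and BPIFA3 5 immature counts, for which a small carry-over from mature libraries stays open.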

### 4.3. Target Predictions of DERs and Target Network

Many studies have indicated that miRNAs are important for the proliferation and/or early differentiation of stem cell populations in spermatogenesis [70]. Findings in previous studies have indicated the deletion of both miR-34b/c and miR-449a/b/c might lead to mice sterility. miR-34b/c reduced sperm count, changing sperm morphology, and abnormal motility [71], whereas miR-449a/b/c was essential for normal spermatogenesis and male fertility [72]. Meanwhile, miR-449a, miR-34c-5p, and miR-122 could be used as biomarkers of germ cell maturation [73,74]. Mouse miR-146 has also been shown to be associated with the differentiation state because its expression levels are markedly reduced in differentiating spermatogonia compared with undifferentiated cells [75]. The above mentioned miRNAs which have important functions in male reproduction in humans and mice were also identified in the present study, which indicated that these miRNAs play a vital role in bovine male reproduction.

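The miRNAs that the paper links to male reproduction were higher in the mature pool. miR-146a went from 11 to 284 counts, a log2 ratio of 6.71 (95% interval 5.85 to 7.73), miR-146b from 745 to 8396, a ratio of 5.52 (95% interval 5.41 to 5.63), and miR-122, the main miRNA of the liver, from 18 to 116, a ratio of 4.71 (95% interval 3.99 to 5.52). The values compare 1 pool at 1 day with 1 pool at 24 months. For miR-146 the paper cites lower levels in differentiating mouse spermatogonia, a comparison of cells that whole tissue does not make. Both miR-146 forms are also in the list of leukocyte miRNAs, whose other 5 members were below 0 on the log2 scale.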

In the present study, most miRNAs such as miR-34b, miR-34c, miR-449a, miR-449b, and miR-122 were closely related to cell proliferation, tissue development, and spermato-genesis. However, GO enrichment of miRNA target DEGs showed only 68 DEGs in male fertility related to spermatogenesis, sperm motility, spermatid development, sperm chromatin condensation, and positive regulation of sperm motility, which indicated that other known genes related to male reproduction did not currently depend on miRNA regulation to affect male reproduction. There were also 25 miRNAs target genes in GO terms related to male development and spermatogenesis, of which PTEN, PI3K/AKT, and STAT signaling pathways were found to be involved in bull sperm cells apoptosis and this process was affected by miR-122 dysregulation [57]. In our previous study, the expression of pyruvate dehydrogenase kinase 4 (*PDK4*)/dual specificity phosphatase 4 (*DUSP4*) and FKBP prolyl isomerase 1B (*FKBP1B*) could be regulated by miR-122 and miR-449, respectively, which play a vital role in regulating the proliferation and cell cycle in bovine Sertoli cells [76]. Nevertheless, there are still some miRNAs that are barely understood whose functions need to be explored in relation to male reproduction in the future.

Although our study chose three testicular lobules for each group to screen the regulators in Sertoli cells on spermatogenesis, we failed to isolate and sequence all specific functional regions of testicular tissues such as caput epididymis, corpus epididymis and cauda epididymis. Therefore, the differential genes and miRNAs obtained cannot fully summarize the expression patterns between mature and immature testicular tissues. Meanwhile, the candidate miRNAs and genes cannot obtain more specific classifications of testicular development and spermatogenesis functions. These issues will also need to be solved urgently in our future research.

## 5. Conclusions

Considering that miRNAs are also present in spermatozoa and seminal fluid, their stability and the relatively non-invasive procedures required to obtain these samples make miRNAs excellent candidates for use as biomarkers of male reproduction and fertility. This genome-wide integrated analysis of mRNAs and miRNAs in Chinese Red Steppes will aid in the ability to identify cattle fecundity performance among the bull population in the future. Our findings could also help to elucidate the weight of epigenetic regulation and to design excellent marker-assisted selection programs in cattle breeding, and identifying fertile males would be of financial benefit to the animal production industry.

## Figures and Tables

**Figure 1:**
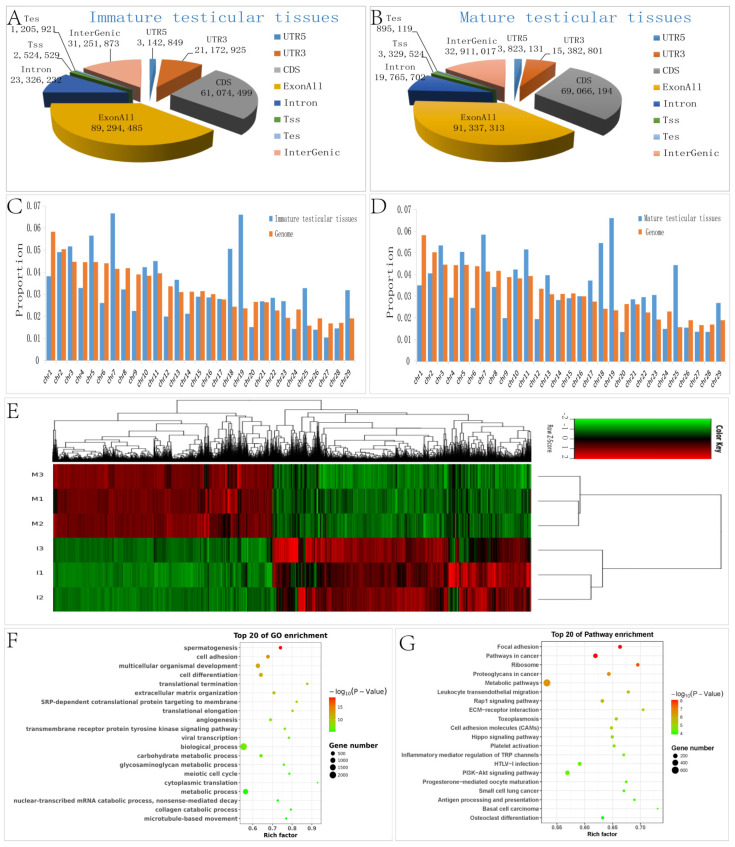
Analysis of RNA-seq data and differentially expressed genes. (**A**,**B**) Functional genomic elements distribution of mRNA reads in immature testicular tissue and mature testicular tissue, each part of the pie chart representing the number of average reads enriched into each functional element; (**C**,**D**) The average distribution coverage at different chromosomes of the genome about mapped reads in immature testicular tissue and mature testicular tissue. The blue bar charts show the proportion of average distribution coverage, and the gray bar charts show the proportion of different chromosomes lengths in the genome; (**E**) Heat map of differentially expressed genes, and the color bar represent normalized FPKM values, green represents down-regulation of gene mRNA expression levels, and red represents up-regulation; (**F**) GO enrichment of differentially expressed genes; (**G**) KEGG enrichment of differentially expressed genes. **Note:** The ordinate represents the enriched GO terms and pathways, and the abscissa represents the rich factor of corresponding pathways; the size of the spots represents the number of differentially expressed genes enriched in each GO term and pathway, while the color of the spot represents the corrected *p* value of each pathway. The rich factors indicate the ratio of the number of DEGs mapped to a certain GO terms or pathway to the total number of genes mapped. Greater rich factor means greater enrichment.

**Figure 2:**
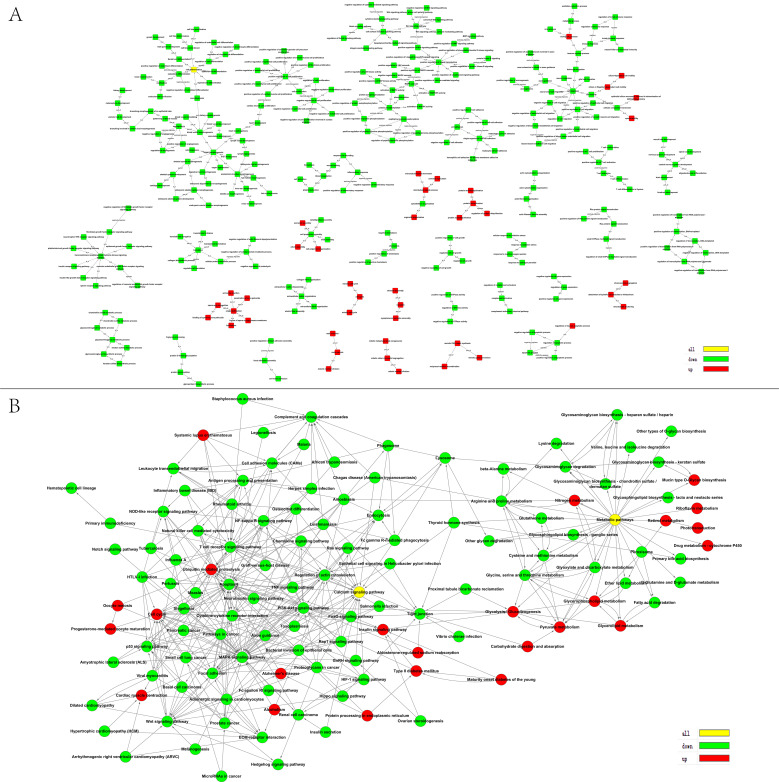
Diagram GO tree and KEGG act network of upregulated genes and downregulated genes enriched. (**A**) GO tree; (**B**) KEGG act network. **Note:** Red represents the GO term or KEGG pathway corresponding to the up-regulated gene, green represents the GO term or KEGG pathway corresponding to the down-regulated gene, and yellow indicates the GO term or KEGG pathway corresponding to both the up-regulated and down-regulated genes.

**Figure 3:**
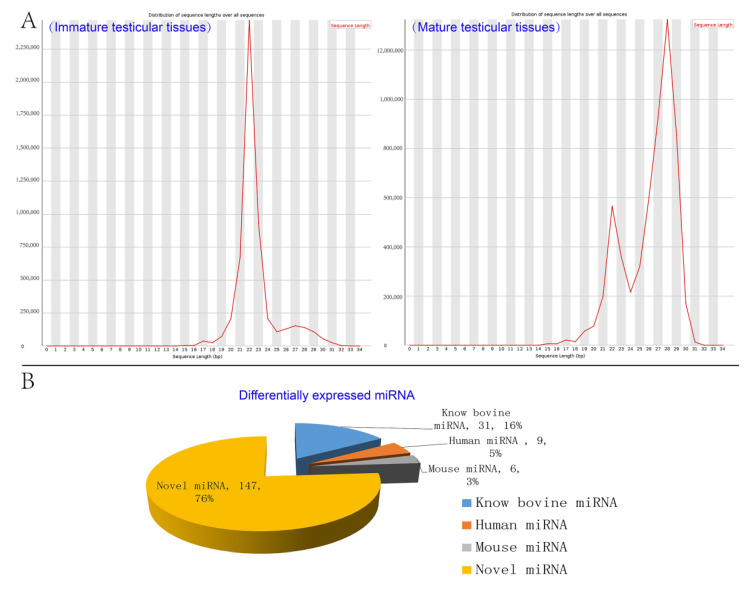
Analysis of miRNAs data by Solexa sequencing. (**A**) Length distribution of the clean reads; (**B**) Number and percentage of identified miRNAs.

**Figure 4:**
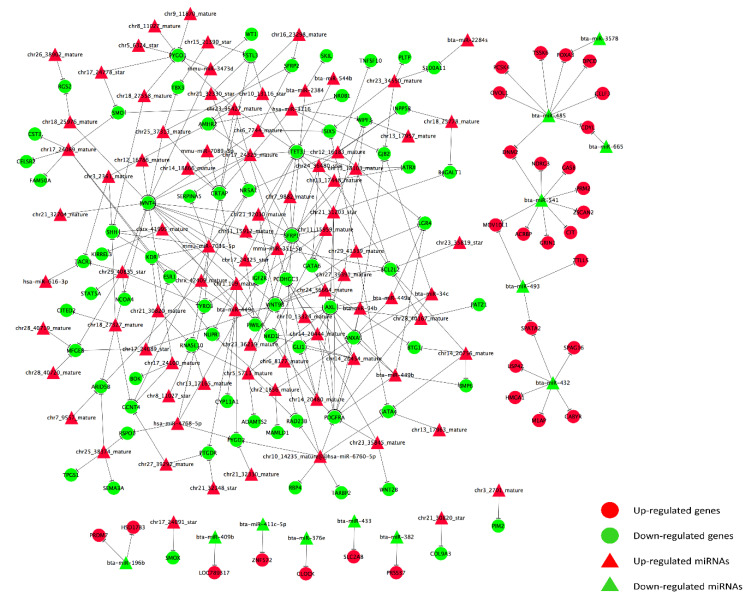
Network of miRNAs and target genes prediction and annotation analyses. Green triangles: Downregulated miRNAs; Red triangles: Upregulated miRNAs; Green circles: Downregulated genes; Red circles: Upregulated genes.

**Figure 5:**
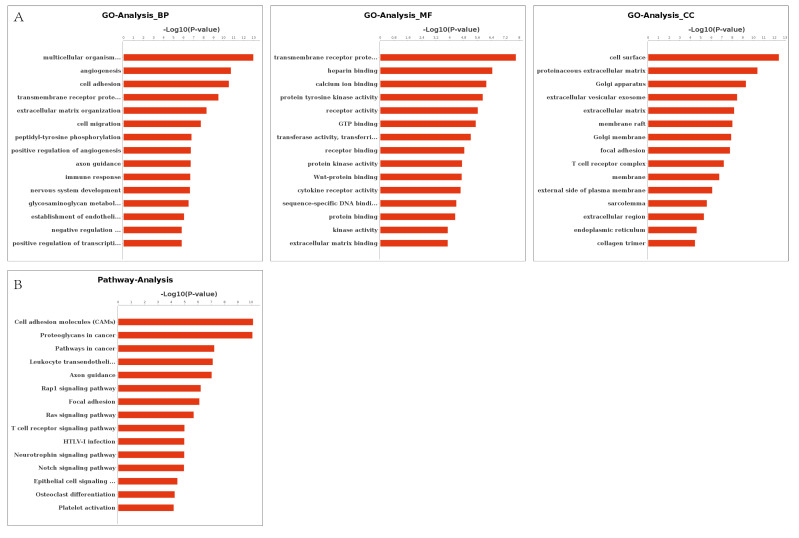
Significantly enriched GO terms and KEGG pathways. (**A**) Significantly enriched GO terms of target genes of differentially expressed miRNA; (**B**) Significantly enriched KEGG pathways of target genes of differentially expressed miRNA.

**Figure 6:**
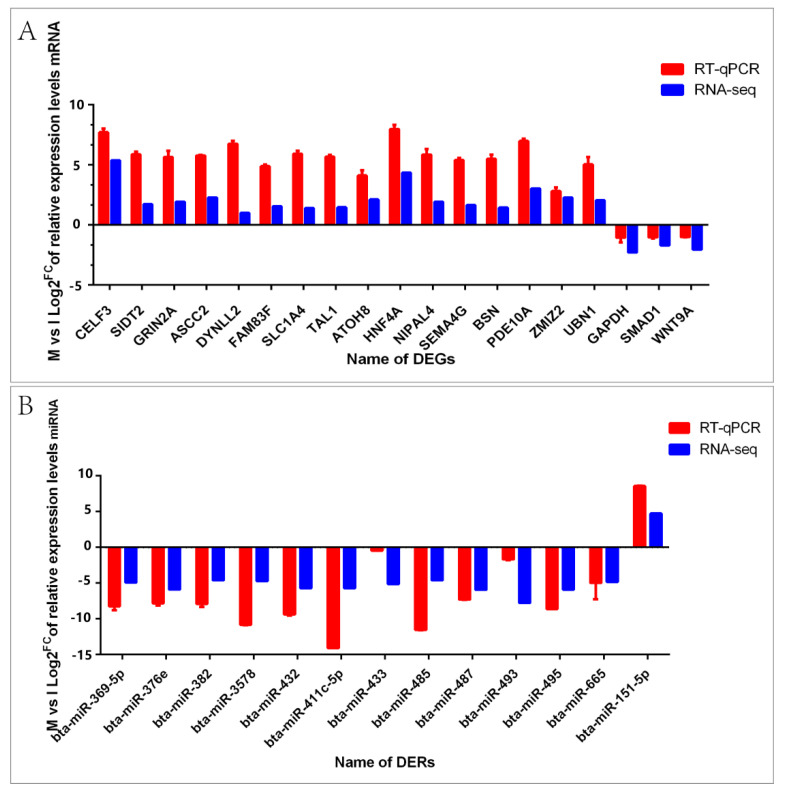
Fold change comparative analysis between real-time PCR result and sequencing data of DEGs and DERs. (**A**) The fold change of DEG expression levels; (**B**) The fold change of DER expression levels.

**Table 1:** The 15 most differentially expressed up- and 15 most differentially expressed down-regulated genes between the immature and mature testicular tissues.

AccID	Mature	Immature	Log2FC	FDR	Regulate
TRIM42	1754.37	0.00	20	0.00	up
SPACA4	879.07	0.00	20	0.00	up
FAM187B	776.40	0.00	20	0.00	up
LOC781895	693.90	0.00	20	0.00	up
PRPS1L1	634.28	0.00	20	0.00	up
LOC100335845	557.42	0.00	20	0.00	up
TMIGD3	423.84	0.00	20	0.00	up
LOC784318	405.71	0.00	20	0.00	up
CCDC182	396.56	0.00	20	0.00	up
LOC101904646	362.72	0.00	20	0.00	up
TMEM239	352.87	0.00	20	0.00	up
LOC101907601	339.97	0.00	20	0.00	up
LOC615451	280.92	0.00	20	0.00	up
LOC516636	232.22	0.00	20	0.00	up
LOC101906055	216.52	0.00	20	0.00	up
LOC104976276	0.00	68.67	−20	0.00	down
LOR	0.00	37.29	−20	0.00	down
LOC781553	0.00	34.92	−20	0.00	down
PDIA2	0.00	105.11	−20	0.00	down
CHRNA1	0.00	64.93	−20	0.00	down
LOC100847574	0.00	51.13	−20	0.00	down
MMP12	0.00	29.71	−20	0.00	down
LOC107133052	0.00	28.63	−20	0.00	down
MMP7	0.00	22.75	−20	0.00	down
LOC101904303	0.00	22.03	−20	0.00	down
LOC104970370	0.00	21.73	−20	0.00	down
GABRG3	0.00	16.98	−20	0.00	down
LOC104970773	0.00	16.71	−20	0.00	down
CSMD3	0.00	16.21	−20	0.00	down
LOC100139712	0.00	15.90	−20	0.00	down

**Table 2:** Total of 31 differentially expressed miRNAs in the immature and mature testicular tissue.

AccID	Mature	Immature	Log2FC	FDR	Style
bta-miR-449a	10,427.15	14.20	9.52	0.00	up
bta-miR-449b	326.43	1.49	7.77	0.00	up
bta-miR-34b	4001.49	35.13	6.83	0.00	up
bta-miR-34c	75,119.87	561.35	7.06	0.00	up
bta-miR-449c	151.18	1.49	6.66	0.00	up
bta-miR-146a	379.95	8.22	5.53	0.00	up
bta-miR-375	671.60	20.18	5.06	0.00	up
bta-miR-544b	28.09	0.00	20.00	0.01	up
bta-miR-2384	64.22	2.24	4.84	0.02	up
bta-miR-151-5p	13,120.22	488.10	4.75	0.02	up
bta-miR-2284s	17.39	0.00	20.00	0.04	up
bta-miR-493	1.34	290.77	−7.76	0.00	down
bta-miR-409b	2.68	224.24	−6.39	0.01	down
bta-miR-409a	0.00	94.93	−20.00	0.01	down
bta-miR-495	16.05	964.99	−5.91	0.01	down
bta-miR-487b	5.35	327.39	−5.94	0.01	down
bta-miR-376e	4.01	238.44	−5.89	0.01	down
bta-miR-411c-5p	6.69	346.08	−5.69	0.01	down
bta-miR-196b	0.00	69.51	−20.00	0.02	down
bta-miR-376b	1.34	92.69	−6.11	0.02	down
bta-miR-433	13.38	469.41	−5.13	0.03	down
bta-miR-3956	0.00	50.08	−20.00	0.03	down
bta-miR-432	255.53	13391.71	−5.71	0.03	down
bta-miR-541	0.00	44.85	−20.00	0.03	down
bta-miR-369-3p	9.36	284.79	−4.93	0.03	down
bta-miR-665	10.70	307.21	−4.84	0.04	down
bta-miR-496	0.00	38.87	−20.00	0.04	down
bta-miR-3578	16.05	417.84	−4.70	0.04	down
bta-miR-543	20.07	504.54	−4.65	0.05	down
bta-miR-382	17.39	419.33	−4.59	0.05	down
bta-miR-485	17.39	418.58	−4.59	0.05	down

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/geo/ (accessed on 31 December 2020), GSE137464.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ani11113024/s1, Table S1: The real-time PCR primers of DEGs and DERs, Table S2: Details of sequencing data by RNA-seq, Table S3: Details of sequencing data by Solexa.

How the deposited data were processed for this re-analysis (not part of the article)

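Testis tissue of Chinese Red Steppes cattle was compared at 2 ages. The calves were castrated and the bulls slaughtered, so collection and age cannot be told apart. The mRNA libraries came from 3 animals at 1 day after birth and 3 animals at 24 months, 1 animal per library, and the small RNA libraries from 1 pool of 3 animals per age.

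The authors' deposited gene table gives raw counts per gene and library, made from reads checked with Fast-QC and aligned with Hisat2 to Btau 5.0.1, and the authors' deposited miRNA table gives raw counts per miRNA and pool, made by alignment to miRBase 21.0, alignment with BWA to the same genome, prediction of further miRNAs and mapping of the remaining reads to human and mouse miRNAs. The versions of Hisat2 and BWA, the gene annotation, the read counter, its strand setting and the mismatch settings are not given in the sources used here. The authors' deposited comparison tables give for each age a signal, which for genes is the mean over libraries of counts divided by 1 factor per library and for miRNAs the counts times 1 factor per pool. The same deposited tables give the log2 of the mature over the immature signal, in which the authors wrote a size of 20 where a group is at 0. They also give an FDR per gene or miRNA, which the authors computed with EBSeq, whose version is not given in the sources used here. Values of the comparison tables were used only to compare calls and, for miRNAs, to recover the 2 factors, and 0 data columns of the count tables were left unused.

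Gene counts were analyzed in R 4.3.3 with edgeR 4.0.16 (TMM factors, filterByExpr, robust quasi-likelihood fit and test), limma 3.58.1 and DESeq2 1.42.0, and miRNA counts in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Of 30983 genes, 28656 had a count and 19972 passed the filter. Calls needed a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1, and the SE is the log2 fold change over the square root of the F statistic. Library totals ran from 14139087 to 15846257 counts. Within a group, the chi-square per degree of freedom between library pairs ran from 9.60 to 38.84, far above counting error, and correlations from 0.9632 to 0.9850. Where all libraries of a group are at 0 the bound uses 3 counts over the group and takes the counts of the other group as exact. With 1 to 3 counts in a group the ratio of summed counts is given with an exact 95% interval that covers counting error only.

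Named genes follow a fixed rule. They are (1) each gene and miRNA that the paper names in its text, Table 1, Table 2 and Figure 6, whose values in the paper's tables had been seen, (2) per list at most 6 called members with the largest absolute log2 fold change plus up to 3 called the other way, (3) the 10 higher and 10 lower genes with the largest absolute log2 fold change among called genes with separate groups, at least 50 CPM in the higher group and a symbol not starting with LOC, and (4) the 10 most abundant genes of each group. For miRNAs they are those the paper names, list members and the 10 most abundant known bovine miRNAs of each pool. Genes and miRNAs outside the rule are said to be chosen after the values were seen.

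Gene lists were written by hand: germ cells (spermatogonia, meiosis, spermatids, motility, fertilization, piRNA pathway), pathways (ubiquitin, cell cycle, calcium, cell adhesion, extracellular matrix, PI3K-Akt, Wnt, TGF-beta and BMP, fat metabolism, insulin), ribosomal proteins, glycolysis in somatic and in testis isoforms, imprinted growth genes, and cell types or tissues (Sertoli, Leydig, peritubular, endothelial, leukocytes, erythroid, skeletal muscle, epididymis, immediate-early genes), with the paper's fertility candidates. Of 1294 members listed, 1244 were matched to the table, 4 of them through an older symbol. A list of 13 genes of the mitochondrial genome matched 0 genes and was not tested. Lists were tested with camera at a preset correlation of 0.01 and again with a correlation estimated per list. miRNA lists were the miR-34 and miR-449 family, the DLK1-DIO3 cluster, let-7, the miR-17 clusters, and miRNAs of stroma, leukocytes, erythroid cells, epithelium and muscle, placed among 10000 random lists matched over 20 bins of level.

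The alternatives were other scalings (relative log expression, upper quartile, totals only), the 50 most abundant genes left out, DESeq2, limma-voom, no filter, a filter of 1 CPM in 3 libraries, each library left out, the replicate number as a block, no fold threshold and glmTreat. For miRNAs they were the total of known bovine miRNAs, TMM, a total without the 10 most abundant miRNAs and a minimum of 10 counts. Added later were the factors of the authors' miRNA table and clean reads derived from the paper's shares. On simulated data with 50 changed genes per size among 20031, edgeR called 94.0% at a log2 fold change of 1.5 and 100% at 2, 3 and 4, and 0.020% of unchanged genes. The simulated changes were few, balanced in direction and in genes above a minimum count, with the same dispersion for all genes. In the data 62.0% of tested genes were called, so these rates need not carry over. The miRNA intervals held 98.1% of 1860 simulated ratios.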

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

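The tests of scaling, carry-over, dilution and X-linked genes and the splits of libraries were chosen after the results were seen, and that of the most abundant genes before. The test of duct epithelium was set before its own result was seen, but after genes high in immature replicate 1 had been seen.

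In genes that the paper does not discuss, 72 of 75 cytosolic ribosomal protein genes were lower in mature testis (median log2 fold change −2.31; camera, adjusted p = 6.39e-17; adjusted p = 0.261 with an estimated correlation). Also lower were 18 of 20 imprinted growth genes (median −2.80; camera, adjusted p = 2.79e-05; adjusted p = 0.226 with an estimated correlation). All 10 tested genes of a list made for testis isoforms of glycolysis were higher (median 6.40, camera adjusted p = 2.77e-05, adjusted p = 0.0729 with an estimated correlation). That list is broader than its name, as it also holds PDHA2, the glycerol kinase GK2 and the carriers SLC2A3 and SLC16A7. In the piRNA pathway 21 of 24 genes were higher (median 4.04, camera adjusted p = 2.09e-06, adjusted p = 0.322 with an estimated correlation). Of 90 X-linked genes tested, 72 were lower.

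The first pattern is that 194 genes at 5 CPM or more were over 3 times higher in immature replicate 1 than in both other immature libraries, against 170 in immature replicate 3 and 21 in immature replicate 2. A scaling difference is argued against, since in unscaled counts a list of duct epithelium genes lay 2.015 log2 above all tested genes there (random lists of its size, −0.180 to 0.185), and 1 factor moves all genes alike. Epithelium of the epididymis or efferent ducts in that sample is a candidate explanation: on this list, written without the genes already seen to be high there, 23 of 30, or 76.7% (exact 95% interval 57.7% to 90.1%), were over 2 times higher in that library, against 0.0% in each other. Of its 5 most abundant members MAP7 was over 2 times higher there (67.24 CPM against 30.65 and 24.49), EMX2 and KRT8 were higher by less, and SPINT2 and CGN, abundant in all immature libraries, were not highest there. Whether it came from dissection or from the animal stays open.

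The second pattern is transcripts of late spermatids in immature testis, which holds no spermatids at 1 day of age, for example PRM1 at 0.0459% of its mature counts and TNP2 at 0.03859%. A fixed share of mature RNA or reads as the only source of the spermatid list's immature counts is argued against. The 1 ratio that fits the list best had a chi-square per degree of freedom of 5.13, where up to 2 was the limit. That value allows for counting error and a dispersion of 0.1512 between libraries (90th percentile over genes in the immature group). It cannot exclude a fixed share beside other sources, since 1 ratio for all genes would then not hold. Carry-over as the only source of germ cell transcripts is argued against by a ratio of 42.4 between the medians of the meiosis list (5.674%) and the spermatid list (0.134%). A small carry-over as a lower limit stays open, since of 957 genes with over 10000 mature counts 15 had a lower ratio than PRM1, down to 0.009834% for ZNRF4 (1 immature count), but 0 by more than counting error (exact Poisson test, Bonferroni; 2 at an unadjusted p under 0.05; 239 deep enough to pass).

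The third pattern is that lists of 5 somatic cell types had medians below 0, from −1.157 (Leydig) to −2.618 (endothelial), with −1.973 over all 98 members. A few genes that take many counts in mature libraries are argued against, as the median was −1.926 with the 50 most abundant genes left out. Equal dilution of unchanged somatic cells is argued against only for germ cells that express no list member, where 2 lists moved apart by more than the spread between libraries. Of 10 pairs 2 passed, Leydig against endothelial by 1.078 log2 (t test over libraries, Bonferroni adjusted p = 0.0128) and Sertoli against peritubular by 0.994 (adjusted p = 0.0201). Unequal growth of the cell types, changes within cells between the ages and expression of list members by germ cells stay open, as no test here separates them.

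Of the 10 ways to split the 6 libraries into 3 and 3, the real split is the 1 with 6330 higher genes and the 1 with 6062 lower genes, and every other split gave 0 in edgeR's quasi-likelihood test. With 10 splits the smallest share is 0.1, too few for a share under 0.05. For gene lists 5 of the 10 splits had at least the 19 calls of the real split, and the highest other had 20. Every other split mixes the ages unevenly, so its contrast keeps part of the age difference and its groups hold the rest as spread. These splits therefore cannot tell how many genes or lists would be called without an age difference.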

How the results depend on the processing

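The alternatives were set before the result was seen, except the authors' factors and clean reads for miRNAs. Genes higher in mature testis numbered 6330 and ranged from 5499 (glmTreat) to 7814 (no fold threshold), and lower genes numbered 6062 and ranged from 4847 to 7841. Leaving out 1 library gave 6398 to 6657 higher and 5743 to 6280 lower genes. With upper-quartile factors 5829 were higher and 6827 lower, and the median over all genes moved from −0.040 to −0.243. Of 4228 runs over 284 named genes, 4148 kept their side of the threshold, 69 lost a call, 11 gained it and 0 reversed. Of 480 runs over 30 lists, 445 kept it, 27 lost a call and 8 gained it. The number of lists called was 18 to 21 against 19, but 0 with an estimated correlation (7 at an unadjusted p under 0.05; 0 with limma-voom, 2 with upper-quartile factors and 4 without the filter). The calls of lists at the preset correlation of 0.01 therefore depend on that setting. The replicate block, in which numbers are shared without a stated pairing, gave 6337 higher and 5982 lower genes and 19 lists, and no replicate pairs by number (correlations −0.033, −0.019 and −0.014). Log2 ratios of the pools shift by 0.059 (known bovine total), −0.222 (TMM), −0.293 (without the 10 most abundant), −1.184 (authors' factors) and −2.125 (clean reads). The sign of the miR-17 clusters' median, 0.21, changes under TMM (−0.013) and without the 10 most abundant (−0.084), and under the authors' factors (−0.975) and clean reads (−1.916). With at least 10 counts the medians of stroma and of muscle miRNAs, both −0.298, change sign to 0.103 and 0.049. The test of genes with sites for miR-34 or DLK1-DIO3 miRNAs, with its 8mer alternative, was not run, since no genome was at hand. Low counts limit genes near the filter, of which 8 from Table 1 were not tested.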

Differences from the paper's values

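The authors' factors and the clean reads for miRNAs and the scale relative to ACTB were chosen after the values were seen, and the other settings named here were set before the data were examined.

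The paper's log2 ratios of the pools and those here, with the paper's first, are 9.52 and 10.704 for miR-449a, 6.83 and 8.016 for miR-34b, 7.06 and 8.248 for miR-34c, 5.53 and 6.714 for miR-146a, 5.06 and 6.241 for miR-375, 4.75 and 5.933 for miR-151-5p, −5.91 and −4.725 for miR-495, −5.13 and −3.949 for miR-433, −5.71 and −4.528 for miR-432, −4.70 and −3.518 for miR-3578, −4.65 and −3.468 for miR-543, −4.59 and −3.408 for miR-382 and −4.59 and −3.405 for miR-485. Of the settings set before the data were examined, TMM shifts every ratio by −0.222 and leaving out the 10 most abundant miRNAs by −0.293. Both shifts go toward the paper's values and fall short of them. The total of known bovine miRNAs shifts every ratio by 0.059, away from them. The factors of the authors' deposited table, chosen after seeing the values, bring all of them to the paper's values and drop 0 of the 31 miRNAs that the paper lists. Clean reads from the paper's shares, also chosen after the values were seen, shift every ratio by −2.125, past the paper's values. For example, miR-146a is then at 4.589 and miR-433 at −6.074.

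The paper gives 317756254 clean reads for mRNA and 11091870 for small RNA, against 91019246 and 5174239 counts in the tables, which are different quantities, and no setting changes these.

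Real-time PCR in Fig. 6A, read by eye, gives log2 ratios of about 7.7 for CELF3 against 5.531 here, about 5.9 for SIDT2 against 1.902 here, about 5.7 for GRIN2A against 2.104 here, about 5.8 for ASCC2 against 2.453 here, about 6.8 for DYNLL2 against 1.178 here, about 4.9 for FAM83F against 1.725 here, about 5.9 for SLC1A4 against 1.560 here, about 5.7 for TAL1 against 1.639 here, about 4.1 for ATOH8 against 2.288 here, about 8.0 for HNF4A against 4.519 here, about 5.8 for NIPAL4 against 2.105 here, about 5.4 for SEMA4G against 1.834 here, about 5.5 for BSN against 1.616 here, about 7.0 for PDE10A against 3.204 here, about 2.8 for ZMIZ2 against 2.441 here, about 5.0 for UBN1 against 2.228 here, about −1.1 for GAPDH against −2.107 here, about −1.1 for SMAD1 against −1.523 here and about −1.0 for WNT9A against −1.877 here. The directions are the same for all 19 genes, and of the scalings, filters, tools and left-out libraries set before the data were examined none brings a gene within the paper's value. The paper's PCR is relative to β-actin. On that scale, added after the values were seen, CELF3 (7.580) and ATOH8 (4.337) fall within the paper's values, SMAD1 (0.526) and WNT9A (0.172) change sign, GAPDH is at −0.058, and the others, from 3.226 for DYNLL2 to 6.567 for HNF4A, still differ.

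The paper's text says that 12 miRNAs were higher in mature testis and miR-151-5p lower by real-time PCR, while its Table 2 and Fig. 6B and the counts here have the opposite direction, with 11 of the 12 names matched in the table lower and the remaining name, miR-151-5p, higher. It names miR-487 and miR-369-5p there, while Table 2 lists miR-487b and miR-369-3p.

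Of the paper's down-regulated genes of Table 1, 8 were not tested here. Without the filter, LOC100139712 (adjusted p = 0.000402) and LOC104970773 (adjusted p = 0.00102) are called lower by edgeR's quasi-likelihood test, and so they are with immature replicate 3 or 2, respectively, or any mature library left out. CHRNA1 is called only without immature replicate 2 (adjusted p = 0.0061). IFNG, which the paper counts among its changed genes, is called lower without the filter (adjusted p = 0.00881) and without immature replicate 3 (adjusted p = 0.00329) or any mature library. LOC100847574, MMP12, LOC107133052, MMP7 and LOC104970370 were tested only without the filter and were not called there. In both of the authors' deposited comparison tables a size of 20 stands where a group is at 0, so these are no measured ratios.

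Of the gene calls in the authors' deposited table, 11370, or 86.4%, were called here in the same direction and 0 in the opposite one, and 1097 were not tested here. The share was 89.5% without the filter and 84.0% with DESeq2.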

Other observations

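The tests of X-linked genes and of unnamed small RNAs, the opposite-strand pairs and the values relative to ACTB were chosen after the results were seen, and the test of connective tissue before.

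Genes of the ribosome and imprinted genes, which the paper does not discuss, were lower in mature testis. The ribosomal protein genes RPL10, RPS4X and RPL14 fell from 1305 ± 208 CPM to 48.7 ± 11.6 CPM, from 969 ± 74.0 CPM to 60.5 ± 18.8 CPM and from 1462 ± 158 CPM to 104 ± 15.8 CPM (n = 3 per group), and RPL4 (−3.38, SE 0.14), RPL27A (−3.40, SE 0.13) and RPS12 (−3.22, SE 0.15) fell too. Of imprinted genes, H19 fell from 2515 ± 384 CPM to 54.9 ± 30.9 CPM, MEG3, a noncoding RNA of the DLK1-DIO3 region, from 366 ± 108 CPM to 3.61 ± 1.49 CPM, DLK1 from 75.9 ± 21.7 CPM to 2.14 ± 0.886 CPM, and MEG9 (−5.61, SE 0.60) and MAGEL2 (−4.09, SE 0.23) fell, while ZIM2 (3.36, SE 0.31) rose. All passed edgeR's quasi-likelihood test.

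Testis forms of enzymes of glucose use rose, and some somatic forms fell. PGK2, the phosphoglycerate kinase of sperm, rose from 0.683 ± 0.146 CPM to 729 ± 32.8 CPM and PGK1 fell from 126 ± 25.9 CPM to 25.7 ± 3.15 CPM, LDHC rose from 2.39 ± 0.604 CPM to 300 ± 14.4 CPM and LDHB fell from 330 ± 13.2 CPM to 39.3 ± 3.52 CPM, and PDHA2 rose from 0.154 ± 0.0404 CPM to 337 ± 28.1 CPM and PDHA1 fell from 137 ± 6.70 CPM to 23.3 ± 2.50 CPM. GAPDHS (6.05, SE 0.14), PGAM2 (6.75, SE 0.19), PFKP (2.84, SE 0.15), LDHA (2.24, SE 0.23) and the lactate carrier SLC16A3 (2.89, SE 0.23) rose. The somatic isoforms as a list had 5 higher and 7 lower of 22, with a median of 0.14 against a mean of −0.11, and did not pass (camera, lower, adjusted p = 0.817). In the piRNA pathway PIWIL1 rose from 2.13 ± 0.568 CPM to 503 ± 33.6 CPM, GTSF1 (5.45, SE 0.43), TDRD5 (6.19, SE 0.21), TDRD9 (5.02, SE 0.43), FKBP6 (5.25, SE 0.24) and PIWIL3 (5.21, SE 0.34) rose, and PIWIL4, a PIWI protein of fetal germ cells, fell from 13.0 ± 5.00 CPM to 3.16 ± 0.869 CPM.

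Erythroid genes, with 4 of 7 higher and 1 lower (median 1.29), did not pass (camera, adjusted p = 0.286). With fewer libraries more members were tested, and 2 of 8 were lower without immature replicate 1, 3 of 10 without immature replicate 2, 2 of 10 without mature replicate 1 or 2 and 2 of 9 without mature replicate 3. HEMGN rose from 1.12 ± 0.309 CPM to 441 ± 105 CPM, AHSP (1.29, SE 0.36) and EPB42 (log2 ratio 7.34, 95% counting interval 5.78 to 9.62) rose too, and HBB, or beta globin, was at −6.37 (SE 1.35) and lost its call in limma-voom. Skeletal muscle genes, with 4 higher and 6 lower of 19 (median −0.07 against a mean of 0.27), did not pass either (camera, lower, adjusted p = 0.856). MYOT (9.65, SE 0.45), MYLPF (5.12, SE 0.55) and NEB (2.42, SE 0.23) rose and TNNT3 (−2.89, SE 0.36), CASQ1 (−2.66, SE 0.16) and MB (−2.14, SE 0.52) fell.

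Epididymis genes, with 7 higher and 4 lower of 15 (median 1.62), did not pass (camera, adjusted p = 0.437), and in immature replicate 1 their median lay 1.088 log2 above the other immature libraries. DEFB119 (7.59, SE 0.43), SPINK2 (6.67, SE 0.71), CES5A (5.20, SE 0.48), LCN9 (4.54, SE 0.75) and CST11 (log2 ratio 6.36, 95% counting interval 3.84 to 11.68) rose, GPX6 (−3.37, SE 0.38) and LCN6 (−3.05, SE 0.44) fell, and GPX5 was at log2 ratio −6.46 (95% counting interval −9.51 to −4.58), with 2 counts over the mature libraries and a fitted value of −4.11 without immature replicate 1. Immediate-early genes, with 13 lower and 2 higher of 20 (median −1.98), did not pass (camera, adjusted p = 0.0648; adjusted p = 0.641 with an estimated correlation) but did at the preset correlation without immature replicate 1 (median −2.23) or 2 (median −2.15) and without the filter (median −1.91). EGR1 (−3.11, SE 0.49) and KLF6 (−3.48, SE 0.62) fell and FOSL1 (5.26, SE 0.93) and NR4A2 (1.60, SE 0.32) rose.

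Without immature replicate 3, ATF3 (−4.09) was at −1.66, FOS (−2.61) at −1.37 and NR4A3 (−3.16) at −1.40, FOS lost its call there, and all lost it when any mature library was left out (ATF3 at −3.83 to −4.24, FOS at −2.29 to −2.996 and NR4A3 at −2.77 to −3.45). All lost it too in limma-voom (ATF3 at −2.93, FOS at −2.10 and NR4A3 at −2.46) and without the filter (ATF3 at −4.03, FOS at −2.54 and NR4A3 at −3.10), and ATF3 in DESeq2 (−4.03). In immature replicate 3 the median of immediate-early genes lay 1.529 log2 above the other immature libraries. Dense connective tissue in that sample may be asked as an explanation, and it stays open: 30.0% (6 of 20, exact 95% interval 11.9% to 54.3%) of connective tissue genes were over 2 times higher there, against 0.0% in each other immature library, 13 of 20 were highest there, and the interval holds the 50% set as the limit.

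PDK4 was at −2.44 (SE 0.59; −1.48 without immature replicate 3), DUSP4 at 3.37 (SE 0.30) and FKBP1B at 5.62 (SE 0.23), all past edgeR's quasi-likelihood test. DICER1, chosen after the values were seen, was at −0.26 (SE 0.11) and was not called.

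ACTB, the reference of the paper's real-time PCR, had a log2 fold change of −2.05 (SE 0.22, adjusted p = 4.18e-05) in edgeR's quasi-likelihood test. Relative to ACTB, the log2 fold change is 7.58 for CELF3, 3.95 for SIDT2, −0.06 for GAPDH and 0.53 for SMAD1.

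Lower transcription of X-linked genes in the adult testis may be part of the change: of 91 listed and 90 tested, 72 were lower and 0 higher, with a median log2 fold change of −1.824, and camera gave an unadjusted p = 0.0412 with an estimated correlation of 0.130. The list was written by hand after the other results were seen, and lower transcription was not separated from a change in cell types.

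The unnamed small RNAs higher in the mature pool may include piRNAs listed as miRNAs. Of 289 sequences with a log2 ratio above 1 and at least 10 counts, 55.0% start with T (exact 95% interval 49.1% to 60.8%), against 29.3% of 75 others, and 36.0% have 24 bases or more, against 22.7%. The interval holds the 60% set as the limit, so the explanation stays open.

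Of 13 pairs of known bovine miRNAs that share at least 18 bases as opposite strands, with at least 100 immature counts each, 7 have immature counts within 20% of each other, for example miR-152 and miR-2957 with 5831 and 5720 counts and miR-22-3p and miR-3600 with 946 and 1054. Whether the same reads are counted under both names was not tested, and ranks and shares of the total depend on it.

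Lists of miRNAs had medians of 0.21 at percentile 69.91 for the miR-17 clusters, −0.30 at 22.48 for stroma, −0.45 at 17.41 for leukocytes, −0.97 at 15.96 for erythroid cells, −0.89 at 4.36 for epithelium and −0.30 at 26.86 for muscle. With at least 10 counts stroma is at 0.103 (percentile 71.94) and muscle at 0.049 (percentile 60.41), with miRNAs at 0 set to the bound stroma is at 0.503 and muscle at 0.439, and the stroma list's share of counts was 1.329% in the immature and 2.099% in the mature pool. Against the sign of their medians, shares also rose for leukocytes (0.05813% to 0.8779%) and muscle (0.1863% to 0.5068%). In the leukocyte list only 2 members, miR-146a and miR-146b, were above 0 on the log2 scale and 5 were below. miR-146b alone went from 745 to 8396 of the list's 2414 and 8965 counts. Of the muscle list's 7738 and 5176 counts, miR-1 held 7155 and 5093. The shares of the miR-17 clusters, erythroid cells and epithelium fell.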
